# Role of GLIS3 in thyroid development and in the regulation of gene expression in thyroid specific Glis3KO mice

**DOI:** 10.21203/rs.3.rs-3044388/v1

**Published:** 2023-07-07

**Authors:** Hong Soon Kang, Sara A Grimm, Xiao-Hui Liao, Anton M. Jetten

**Keywords:** GLIS3, thyroid development, thyroid follicular cell proliferation, thyroid hormone biosynthesis, hypothyroidism, TSH signaling

## Abstract

Loss of GLI-Similar 3 (GLIS3) function in mice and humans causes congenital hypothyroidism (CH). In this study, we demonstrate that GLIS3 protein is first detectable at E15.5 of murine thyroid development, a time when GLIS3 target genes, such as *Slc5a5 (Nis),* become also expressed. We further show that *Glis3KO* mice do not display any major changes in prenatal thyroid gland morphology indicating that CH in *Glis3*KO mice is due to dyshormonogenesis rather than thyroid dysgenesis. Analysis of thyroid-specific *Glis3* knockout (*Glis3*-Pax8Cre) mice fed either a normal or low-iodine diet (ND or LID) revealed that, in contrast to ubiquitous *Glis3KO* mice, thyroid follicular cell proliferation and the expression of cell cycle genes were not repressed suggesting that the inhibition of thyroid follicular cell proliferation in ubiquitous *Glis3*KO mice is related to loss of GLIS3 function in other cell types. However, the expression of several thyroid hormone biosynthesis-, extracellular matrix (ECM)-, and inflammation-related genes was still suppressed in *Glis3*-Pax8Cre mice particularly under conditions of high blood levels of thyroid stimulating hormone (TSH). We further demonstrate that treatment with TSH, protein kinase A (PKA) or adenylyl cyclase activators or expression of constitutively active PKA enhances GLIS3 protein and activity, suggesting that GLIS3 transcriptional activity is regulated in part by TSH/TSHR-mediated activation of the PKA pathway. This mechanism of regulation provides an explanation for the dramatic increase in GLIS3 protein expression and the subsequent induction of GLIS3 target genes, including several thyroid hormone biosynthetic genes, in thyroid follicular cells of mice fed a LID.

## Introduction

CH is one of the most common neonatal endocrine disorders that has been subclassified into thyroid dysgenesis caused by abnormal thyroid development, and dyshormonogenesis caused by defects in thyroid hormone (TH; T3 and T4) biosynthesis [1–6]. Abnormal thyroid gland organogenesis accounts for 80–85% of patients with primary CH. During embryonic thyroid development foregut endoderm cells give rise to thyroid progenitors, which subsequently differentiate along the follicular cell lineage leading to the formation of the TH-producing thyroid follicles [7, 8]. Several transcription factors (TFs), including paired box 8 (PAX8), NK2 homeobox 1 (NKX2.1; TTF1), NKX2.5, forkhead box E1 (FOXE1; TTF2), and hematopoietically expressed homeobox (HHEX), play a critical role in the regulation of thyroid gland development [7]. Loss-of-function mutations in these genes cause thyroid dysgenesis or athyreosis [3, 6, 9, 10]. Mutations in genes critical for TH biosynthesis, including sodium iodide symporter (*NIS; SLC5A5*), pendrin (*PDS; SLC26A4*), thyroglobulin (*TG*), thyroperoxidase (*TPO*), thyroid stimulating hormone receptor (*TSHR*), and dual oxidase 2 (*DUOX2*), have been causally linked to thyroid dyshormonogenesis [11–13].

Krüppel-like zinc finger protein, GLI-Similar 3 (GLIS3), was recently identified as a critical regulator of thyroid follicular cell functions [14, 15]. Loss-of-function mutations in human *GLIS3* cause a syndrome characterized by neonatal diabetes and congenital hypothyroidism (NDH) [16–24], while single nucleotide polymorphisms in *GLIS3* are associated with thyroid dysfunction and increased risk of CH [25–32]. Ubiquitous Glis3 knockout (*Glis3KO*) mice exhibit a very similar phenotype as human NDH patients, including the development of neonatal diabetes and CH [33, 34]. TH biosynthesis in thyroid follicular cells is greatly suppressed in postnatal *Glis3*KO mice [15, 33]. The development of CH in *Glis3*KO is at least in part related to dyshormonogenesis due to the transcriptional repression of several TH biosynthesis-related genes [33]. However, whether GLIS3 also plays a role in the regulation of murine thyroid gland development has not yet been clearly established. In this study, we provide evidence indicating that GLIS3 does not play a major role in mouse embryonic thyroid morphogenesis suggesting that the development of CH in *Glis3*KO mice is due to dyshormonogenesis rather than thyroid dysgenesis.

In this study, we further demonstrate that in contrast to ubiquitous *Glis3*KO mice, proliferation of thyroid follicular cells was not inhibited in thyroid-selective *Glis3* knockout mice fed a LID (*Glis*3-Pax8Cre(LID)), whereas the expression of TH biosynthesis- and extracellular matrix (ECM)-related genes was still repressed. These observations indicate that the inhibition of proliferation and cell cycle-related genes in ubiquitous *Glis3*KO thyroid is related to changes in gene expression in other GLIS3 target tissues that indirectly affect thyroid follicular cell proliferation. Studies showing that GLIS3 is particularly critical for the transcriptional regulation of several genes induced by TSH [14, 15, 35], raised the question whether GLIS3 activity itself is controlled by TSH signaling. This hypothesis is supported by data showing that GLIS3 protein is greatly induced in thyroid follicular cells of mice fed a LID and that the level of GLIS3 protein and its transcriptional activity is significantly enhanced in PCCl3 cells by TSH, cAMP or the expression of constitutively active PKA. These findings are consistent with the hypothesis that GLIS3 protein level and transcriptional activity are controlled by the TSH-TSHR signaling pathway, at least in part through the activation of PKA. This mechanism would explain the dramatic induction of GLIS3 target genes, including several thyroid hormone biosynthetic genes, in thyroid follicular cells when TSH levels are highly elevated, such as in LID conditions. Targeted expression or regulation of GLIS3 in thyroid follicular cells may provide new therapeutic strategies to manage certain subtypes of CH.

## Materials and methods

### Mice and diet

*Glis3*-EGFP mice (C57BL/6-Glis3 < tm3(Glis3-EGFP)Amj>) expressing a GLIS3-EGFP fusion protein, and the ubiquitous *Glis3*-deficient *Glis3*KO1 (B6.Glis3 < tm1AmJ>) and *Glis3*KO2 (C57BL/6-Glis3 < m3(mCherry)Amj>) mice were described previously [33, 36–38]. Conditional *Glis3* knockout mice, *Glis3*-Pax8Cre (CKO), in which the expression of Cre causes a cell type-specific deletion of exon 5 encoding zinc finger 3 and 4 of GLIS3, were generated by crossing Glis3^fl/fl^ mice [39] with Pax8Cre mice (B6.129P2(Cg)-Pax8^tm1.1(cre)Mbu^/J; Jackson Laboratory # 028196). Mice were routinely fed an NIH-31 diet (ND; Harlan, Madison, WI) or fed a low-iodine diet (LID; TD95125 diet, Harlan) for 6 days.

### Histology and immunohistochemistry

For histological analysis, thyroid glands from different stages of mouse embryonic development and from postnatal mice were fixed overnight in 4% paraformaldehyde, washed with PBS, and embedded in paraffin. Sections (5 μm) were then stained with hematoxylin and eosin (H&E). For immunohistochemical analysis, fixed thyroid glands were washed, transferred into 30% sucrose for 2–3 days, and then frozen in OCT compound (Tissue-Tek). Frozen sections (10 μm) were obtained using a cryostat (Leica Biosystems, Deer Park, IL) and subsequently immunostained with either a GFP (A-11122, Life Technology or GFP-1010, Aves Labs), PAX8 (NBP1-32440, Novus Biologicals), NKX2.1 (ab76013, Abcam), CDH16 (PA5-57589, ThermoFisher), ZO-1 (61-7300, ThermoFisher), E-Cadherin (CDH1; U3254, Sigma-Aldrich), PECAM1 (#550274, BD Pharmingen, San Diego, CA), pRPS6 (#2211, Cell Signaling), pan collagen (PA1-36058, ThermoFisher) or SLC5A5 (gift from Dr. N. Carrasco) antibody and then incubated with Alexa Fluor 488- or 594-conjugated secondary antibodies (ThermoFisher) for 1 h at room temperature. Wheat germ agglutinin (WGA) conjugated with Alexa Fluor 647 was used to stain cell membrane and nuclei with DAPI Prolong Diamond (both from ThermoFisher). Proliferation of thyroid follicular cells were analyzed by Click-iT EdU assay kit (ThermoFisher) as described previously [33]. Fluorescence was examined with a Zeiss LSM780 confocal microscope. Metamorph Premier Offline version 7.10.3.279 (Molecular Devices LLC, Sunnyvale, CA) was used to quantify Images of GLIS3 and PAX8 positive cells. A median filter was applied to the red and green channels and Multi Wavelength Cell Scoring was used to count the total number of red cells and double positive cells.

### Measurement of serum and tissue TSH and TH levels

Serum T3, T4, and TSH levels were measured by radioimmunoassay as described in detail previously [33, 40].

### RNA-Seq analysis

Thyroid glands from 4-week-old WT (n = 4) and *Glis3*-Pax8Cre (n = 4) mice fed an ND or a LID for 6 days were collected and RNAs isolated with a RNAqueous-Micro total RNA isolation kit (ThermoFisher). mRNA isolation and library generation were carried out with a TruSeq Stranded mRNA and TruSeq RNA Library preparation kits (Illumina Inc., San Diego, CA), respectively. Sequence was read by paired-end sequencing using a NextSeq500 or NovaSeq 6000 Sequencing System (Illumina). Raw reads pairs were filtered to retain only those with average base quality score > 20 for both read ends. Filtered read pairs were mapped to the mm10 reference assembly via STAR v2.5 [41] with parameters “--outSAMattrIHstart 0 --outFilterType BySJout --alignSJoverhangMin 8 --limitBAMsortRAM 55000000000 --outSAMstrandField intronMotif --outFilterIntronMotifs RemoveNoncanonical”. Counts per gene were extracted via featureCounts (Subread v1.5.0-p1) [42] with parameters “-s0 -Sfr -p” for RefSeq gene models as downloaded from the UCSC Table Browser on November 7 2017. Differential gene expression analysis was performed using DESeq2 v1.14.1 [43]. For the purposes of pathway analysis, differentially expressed genes are defined at FDR threshold 0.01 and fold change > 2 or < −2.

### QRT-PCR analysis

The expression of mRNA from thyroid gland was examined by QRT-PCR analysis using TaqMan and SYBR system. RNA from thyroid glands was extracted using RNAqueous-Micro total RNA isolation kit and reverse-transcribed using the high-capacity cDNA reverse transcription kit (both from ThermoFisher). QRT-PCR reaction in triplicate for each sample was carried out using StepOnePlus Real-time PCR system (Applied Biosystem). Primer sequences are listed in Supplementary Table 1.

### Plasmids and reagents

Expression plasmid encoding constitutively active PKA (PKA catalytic subunit Calpha) was obtained from Addgene (#15310). p3xGLISBS-Luc and p3XFlag-Glis3 were described previously [33, 44]. Forskolin, FK506, and 8-Bromo-cAMP (8BrcAMP) were obtained from Millipore Sigma (Burlington, MA), H89 and Gö6976 from BioVision (Waltham, MA), and Trametinib from Cayman Chemical Company (Ann Arbor, MI)

### Cell culture and reporter assay

Rat thyrocyte PCCl3 cells were cultured in F12 Media supplemented 5% FBS with 1 mIU/ml TSH, 10 μg/ml Insulin, 10 ng/ml somatostatin, 10 ng/ml 1-glycyl-histidyl-lysine, 5 μg/ml apo-transferrin, and 10 nM hydrocortisone. To examine GLIS3 transcription activity, PCCl3 cells were plated, grown for 3–4 days in the absence of TSH, and then co-transfected with pCMV-βGal (control), p3XFlag-Glis3, and the luciferase reporter p3xGLISBS-Luc. After 24 h, cells were treated with TSH or with the compound indicated and 24 h later assayed for luciferase and β-galactosidase activity with a Luciferase assay system (Promega) and Luminescent β-gal detection kit (Takara), respectively. Luciferase activity was normalized to β-gal activity. Assays were performed in triplicate.

### Western blot analysis

PCCl3-pIND20-Glis3 cells, expressing a doxycycline (Dox)-inducible GLIS3 tagged with Flag and HA at the N- and C-terminus, respectively, were generated by infection of pIND20-Flag-Glis3-HA lentivirus [45]. To evaluate the expression of GLIS3, PCCl3-pIND20-Glis3 cells were treated with 100 ng/ml Dox for 72–96 h in the absence of TSH and subsequently with TSH for 24 h or as indicated. Nuclear extracts were prepared as described [46] and GLIS3-HA examined by Western blot analysis with an HA antibody (#3724, Cell Signaling). β-actin (MA5-15739, ThermoFisher) was used as internal control.

### Statistical analysis

P values were calculated by one-way ANOVA.

## Results

### Expression of GLIS3 during thyroid folliculogenesis

Previously, we reported that GLIS3 protein is expressed in postnatal murine thyroid follicular cells and that it functions as a critical transcriptional regulator for several genes required for thyroid hormone biosynthesis [33]; however, whether GLIS3 plays a role in the regulation of mouse thyroid organogenesis, has not been clearly established. To study this, we monitored the expression of GLIS3 protein in *Glis3*-EGFP mice at different stages of embryonic development in comparison to PAX8, which is critical for early thyroid organogenesis, and NIS, a marker of differentiated thyroid follicular cells [4]. In contrast to the PAX8 protein, GLIS3 protein was undetectable in the thyroid gland at embryonic day 13.5 (E13.5) (Supplementary Fig. 1). Weak expression of GLIS3 protein was first observed at E15.5 in the nucleus of PAX8^+^ cells (Fig. 1A) and the intensity of GLIS3 immunostaining was significantly increased at E16.5. Similarly, expression of NIS protein, encoded by the GLIS3 target gene *Slc5a5*, was also first observed at E15.5–16.5 consistent with previous reports (Fig. 1B)[7, 47]. GLIS3 protein remained restricted to thyroid follicular cells throughout embryonic and early postnatal thyroid development (Fig. 1A).

Next, we examined whether loss of GLIS3 function had any major effect on thyroid gland morphology and folliculogenesis in *Glis3*KO1, in which the coding sequence of the 5th zinc finger was deleted [36], and *Glis3*KO2, in which the mCherry coding sequence with stop codon was inserted into exon 3 [33, 37]. H&E histochemical staining of sections of E17.5 WT and *Glis3*KO1 thyroid glands revealed no significant differences in thyroid gland morphology (Fig. 2A) and showed a comparable pattern of PAX8 and NKX2.1 immunostaining (Fig. 2B and C). Similar observations were made in thyroid glands from postnatal day 3 (PND3) *Glis3*KO2 mice (Supplementary Fig. 2A–C). Immunostaining further demonstrated that the basolateral localization of the polarity markers, CDH1 and CDH16, and the localization of ZO-1 to apical tight junctions [48–50] remained unchanged suggesting that loss of GLIS3 function did not significantly alter thyroid follicular cell polarity (Fig. 2B–E, Supplementary Fig. 2B-E). In contrast, the expression of NIS protein was greatly reduced in thyroid follicular cells of E17.5 *Glis3*KO1 (Fig. 2F) and PND3 *Glis3*KO2 mice (Supplementary Fig. 2F). Together, these observations indicate that GLIS3 does not play a major role in the regulation of thyroid organogenesis and thyroid folliculogenesis during mouse embryonic development. This is consistent with the hypothesis that in GLIS3-deficient mice the development of congenital hypothyroidism is due to dyshormonogenesis rather than thyroid dysgenesis [33].

### Analysis of Glis3 -Pax8Cre thyroid gland phenotype

In addition to hypothyroidism, ubiquitous *Glis3* knockout mice exhibit other abnormalities, including severe hyperglycemia and hypoinsulinemia, due to defects in pancreatic β cell development and insulin production [15, 38, 39]. Insulin-like growth factors (IGFs) and insulin have been reported to play a critical role in the regulation of thyroid follicular cell proliferation and thyroid gene expression, including *Slc5a5* [51–57]. To investigate whether changes related to other tissues, such as hypoinsulinemia, contributed to the *Glis3*KO thyroid phenotype, we analyzed the thyroid gland phenotype in thyroid-selective *Glis3* knockout mice, *Glis3*-Pax8Cre (referred as conditional knockout or CKO in the Figures), in which Pax8Cre efficiently (> 90%) deleted exon 5 in *Glis3* in the thyroid gland, but not in the pancreas (Fig. 3A and Supplementary Fig. 3A). We demonstrated that in contrast to ubiquitous *Glis3*KO mice, pancreatic insulin expression and non-fasting blood glucose levels were not changed in *Glis3*-Pax8Cre mice (Supplementary Fig. 3B, C) confirming that these mice did not develop hypoinsulinemia/hyperglycemia [58]. However, serum T4 levels were still significantly decreased (44%) in *Glis3*-Pax8Cre(ND) mice, while levels of serum TSH and T3 were slightly elevated (Fig. 3B). Serum T4 and T3 levels were greatly decreased in both WT(LID) and *Glis3*-Pax8Cre(LID) mice fed a LID, whereas TSH was greatly increased but to a significantly greater extent in *Glis3*-Pax8Cre(LID) mice (Fig. 3B).

It is well established that elevated TSH levels, as under LID conditions, cause a dramatic increase in thyroid follicular cell proliferation [54, 57, 59]. We previously reported [33] that in contrast to WT(LID) mice, thyroid follicular cell proliferation and mTOR activation was not increased in ubiquitous *Glis3*KO2(LID) mice and that thyroid gland hypertrophy was not observed. In contrast, *Glis3*-Pax8Cre(LID) mice did develop thyroid gland hypertrophy and the percentage of EdU^+^PAX8^+^ cells was similar to that in WT(LID) (Fig. 3C, D) indicating that thyroid follicular cell proliferation was not repressed in *Glis3*-Pax8Cre(LID) mice. This is consistent with data showing that mTOR activation (pRSP6 staining), a major signaling pathway driving TSH-induced proliferation of thyroid follicular cells, was increased to a similar extent in both *Glis3*-Pax8Cre(LID) and WT(LID) thyroid glands (Fig. 3E). This increase in thyroid follicular cell proliferation correlated with the development of thyroid gland hypertrophy in both male and female *Glis3*-Pax8Cre(LID) mice (Fig. 3F). In fact, thyroid hypertrophy was more pronounced in *Glis3*-Pax8Cre(LID) than in WT(LID) mice as indicated by the larger increase in thyroid weight (Fig. 3F). No significant difference in total body weights was observed between *Glis3*-Pax8Cre and WT mice (Fig. 3F). Together, these results suggested that GLIS3 does not play a direct role in the regulation of TSH-stimulated thyroid follicular cell proliferation and that the repression of cell proliferation in ubiquitous *Glis3*KO(LID) mice appears to be related to changes in other cell types that indirectly affect thyroid follicular cell proliferation.

### Analysis of the Glis3 -Pax8Cre thyroid gland transcriptome

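RNA was sequenced from thyroid glands of female mice in 4 groups of 4 mice, WT(ND), *Glis3*-Pax8Cre(ND), WT(LID) and *Glis3*-Pax8Cre(LID). In *Glis3*-Pax8Cre mice, Cre recombinase driven by *Pax8* deletes exon 5 of *Glis3* in follicular cells. The mice were 4 weeks old and had been fed an ND or a LID for 6 days. Read pairs of low average base quality were removed by the authors. They mapped the rest to mm10 with STAR and counted them on RefSeq gene models with featureCounts without regard to strand. The values analysed are these counts per gene, which had not been normalized. Between 13892352 and 461077969 read pairs per mouse were counted on genes, with a median of 71065230 in WT(ND), 50998308 in *Glis3*-Pax8Cre(ND), 75869680 in WT(LID) and 68127028 in *Glis3*-Pax8Cre(LID). Counts were normalized by edgeR's TMM method and are given as CPM, counts relative to the TMM-scaled library size, as mean ± SD over the 4 mice of a group. A count of 0 allows up to 3 counts, which is between 0.00651 and 0.216 CPM of the unscaled library size depending on the mouse. These limits cover counting error only, since read pairs are not independent molecules. Groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in 1 fit of the 16 mice, over the 16630 genes with enough counts, and a gene was called at an adjusted p under 0.05. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, which are on chromosome Y, had 0 counts in every mouse, and *Xist* had from 336 to 1212 CPM.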

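*Glis3* (Entrez 226075) lies on chromosome 19 of mm10 from 28258851 to 28680077, on the minus strand, and overlaps the gene *D930032P07Rik*. Its level in replicates 1 to 4 was 79.2, 85.8, 81.8 and 45.2 CPM in WT(ND) and 105, 93.0, 101 and 85.8 CPM in *Glis3*-Pax8Cre(ND). Under LID it was 125, 174, 165 and 161 CPM in WT(LID) and 150.3, 119.5, 204 and 185 CPM in *Glis3*-Pax8Cre(LID). The log2 fold change of *Glis3* in *Glis3*-Pax8Cre(LID) against WT(LID) was 0.08 (standard error 0.19, adjusted p = 0.810 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it turned negative without WT(LID) replicate 1 (-0.02) or *Glis3*-Pax8Cre(LID) replicate 3 (-0.04). Scaling by library size alone moved it most, to 0.22. On the ND the log2 fold change was 0.40 (standard error 0.19, adjusted p = 0.157 from the same test). Counts summed over the whole gene do not separate exon 5 from the other exons, so the deletion itself was not measured.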

To obtain insights into the differences in gene expression between thyroid glands from WT and *Glis3*-Pax8Cre mice, we performed RNA-Seq analysis (Supplementary Table 2). KEGG analysis of genes down-regulated in *Glis3*-Pax8Cre(LID) thyroids compared to those of WT(LID) (fold change > 2; FDR < 0.01), identified ECM-receptor interaction, focal adhesion, and thyroid hormone synthesis among the top pathways, while analysis of up-regulated genes identified transcriptional-misregulation-in-cancer, calcium and AMPK signaling among the top pathways (Fig. 4A and Supplementary Table 3). 

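In *Glis3*-Pax8Cre(LID) thyroids, 834 of the 16630 genes tested were down-regulated and 485 up-regulated compared to WT(LID) at an adjusted p under 0.01 and a fold change over 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With no limit on the fold change and an adjusted p under 0.05, the setting that moved these counts most, they were 2557 and 2471. Scaling by library size alone raised the median log2 fold change of all genes by 0.15 and gave 623 down-regulated and 648 up-regulated genes. Among changed genes without overlap between the mice of the 2 groups and with a mean of at least 5 CPM over the 16 mice, the largest decreases were in *Adm2*, *Mybpc3*, *Slc5a5*, *Slc2a6* and *Dnase1l2*, with log2 fold changes from -10.33 (*Adm2*) to -4.13 (*Dnase1l2*). *Mybpc3* fell from 20.7 CPM in WT(LID) to 0.0997 CPM in *Glis3*-Pax8Cre(LID). The largest increases were in *Cck*, *Hhip*, *Cpne4*, *Ptprn* and *Sftpb*, with log2 fold changes from 5.33 (*Sftpb*) to 5.95 (*Cck*). *Hhip* rose from 19.8 to 1080.3 CPM and *Ptprn* from 91.4 to 4453 CPM.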

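KEGG gene tables were not used here, and lists of gene symbols stood in for the pathways. Of 87 collagen, laminin, integrin and thrombospondin genes, 86 were tested, and 22 of these (25.6%) were among the 834 down-regulated genes, against 5.02% of all genes tested (one-sided Fisher's exact test, odds ratio 6.66, p = 1.55e-10). The 22 genes were 12 of 43 collagen genes, 8 of 28 integrin genes, the laminin gene *Lamb3* and the thrombospondin gene *Thbs2*. Up-regulated at the same threshold were *Col24a1*, *Col7a1*, *Col25a1* and *Thbs3*, and these, *Lamb3* and *Thbs2* are named after their values were seen. As a list, the 86 genes had a median log2 fold change of -0.53, with 62 lower and 24 higher (limma's camera, adjusted p = 2.17e-06 over 5 list tests). Of the 35 ways to split the 8 LID mice into groups of 4, 5 gave a camera p as small, the real one included. The others keep most mice of each genotype together, so this count cannot tell whether regrouping alone gives such a p. At an adjusted p under 0.05 per gene, 38 were lower and 9 higher over all genes tested, and 39 and 11 adjusted over the list alone. The 13 genes of a TH biosynthesis list had a median log2 fold change of -1.28, with 9 lower and 4 higher (camera, adjusted p = 0.00134). Per gene, 8 were lower and 2 higher over all genes tested, and the counts were the same adjusted over the list alone. Several genes of both lists were named by the study from these mice, so the counts over the list alone are not independent evidence for them. Both camera calls held under limma's fry (adjusted p = 1.51e-06 for TH biosynthesis and 2.05e-05 for the ECM-receptor families) but not with a correlation between genes estimated from the data (adjusted p = 0.185 for each).

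**Figure D1:**
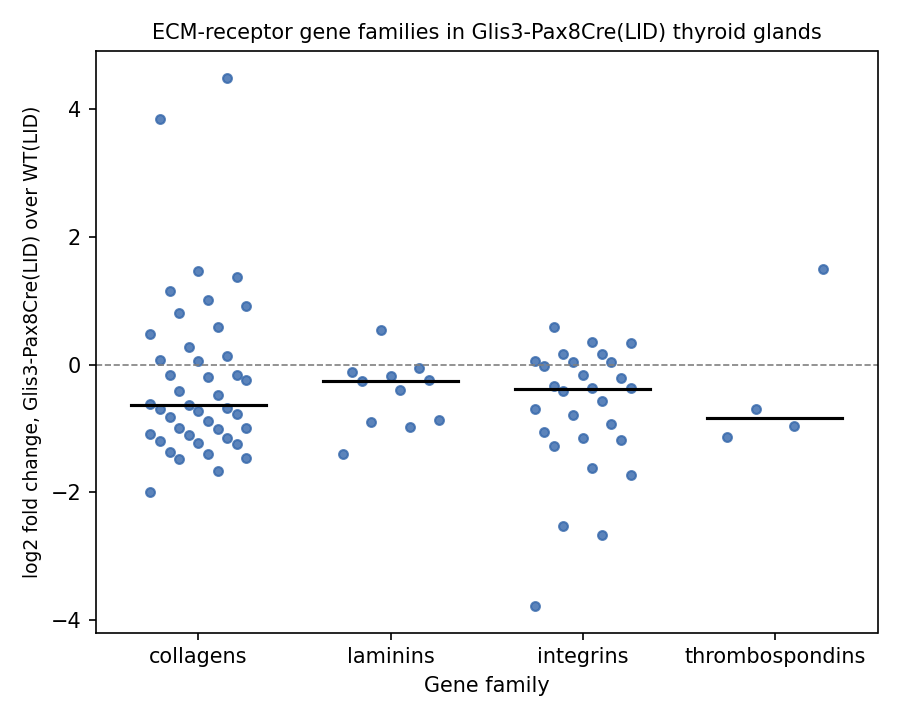
log2 fold changes in *Glis3*-Pax8Cre(LID) over WT(LID) of the 86 collagen, laminin, integrin and thrombospondin genes tested, 1 point per gene, with the median of each family as a line. The medians are -0.63, -0.26, -0.39 and -0.83, and they stay negative with DESeq2, with RLE normalization, with library size alone and with *Tg* left out.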

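*Slc5a5* (Entrez 114479), which encodes the iodide transporter NIS, lies on chromosome 8 of mm10 from 70882889 to 70892757. Its level was 146 ± 49.4 CPM (SD, n = 4) in WT(ND), 11.2 ± 3.25 CPM in *Glis3*-Pax8Cre(ND), 2029 ± 137 CPM in WT(LID) and 16.7 ± 2.32 CPM in *Glis3*-Pax8Cre(LID). The log2 fold change was 3.80 (standard error 0.25, adjusted p = 3.80e-08) in WT(LID) against WT(ND) and -6.92 (standard error 0.29, adjusted p = 7.78e-10) in *Glis3*-Pax8Cre(LID) against WT(LID) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Slc26a4* (Entrez 23985, chromosome 12, 31519814 to 31559984), an anion transporter gene, was low throughout, at 0.831 ± 0.303, 0.356 ± 0.124, 5.88 ± 1.14 and 1.12 ± 0.102 CPM in the same order of groups. Its log2 fold changes were 2.82 in WT(LID) against WT(ND) and -2.39 (standard error 0.27, adjusted p = 1.13e-05) in *Glis3*-Pax8Cre(LID) against WT(LID). *Adm2* (Entrez 223780, chromosome 15, 89322720 to 89324730) rose from 5.92 ± 2.96 CPM in WT(ND) to 1349 ± 218 CPM in WT(LID) and was at 0.857 ± 0.191 and 1.05 ± 0.0483 CPM in *Glis3*-Pax8Cre(ND) and *Glis3*-Pax8Cre(LID). Its log2 fold change between genotypes under LID was -10.33 (standard error 0.45, adjusted p = 1.95e-09). *Sod3* (Entrez 20657, chromosome 5, 52363804 to 52369738) was at 158 ± 28.7, 100.3 ± 27.0, 1900 ± 69.2 and 286 ± 31.3 CPM, and its log2 fold change between genotypes under LID was -2.73 (standard error 0.18, adjusted p = 5.61e-08). *Cdh13* (Entrez 12554, chromosome 8, 118283611 to 119324927) was at 11.0 ± 0.711, 10.7 ± 1.58, 106 ± 6.89 and 12.3 ± 2.08 CPM, with -3.10 (standard error 0.13, adjusted p = 6.77e-10) as its log2 fold change between genotypes under LID.

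**Figure D2:**
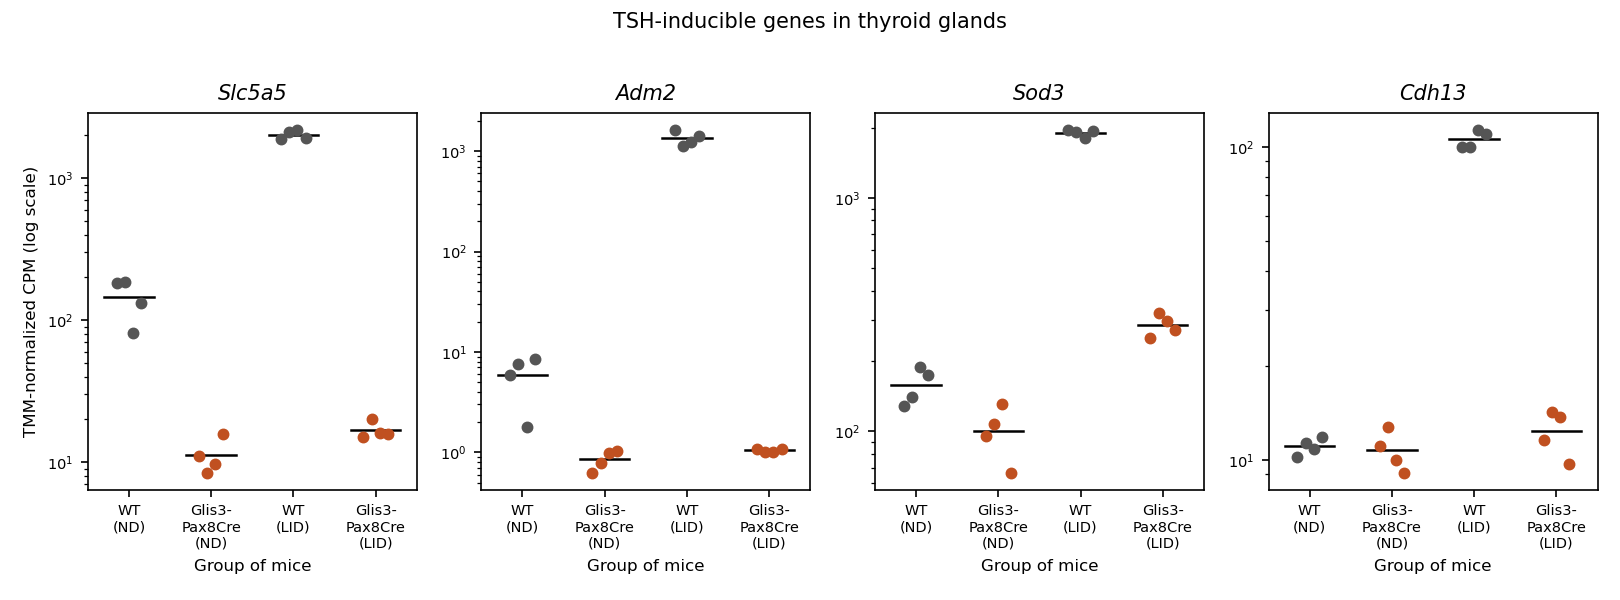
TMM-normalized CPM, on a log scale, of *Slc5a5*, *Adm2*, *Sod3* and *Cdh13* in the 16 thyroid glands, 1 point per mouse, with the mean of each group as a line. The 4 WT(LID) mice lie above the 12 others for each gene, with means of 2029, 1349, 1900 and 106 CPM.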

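*Duox2* (Entrez 214593, chromosome 2, 122280437 to 122298165) and its neighbour *Duoxa2* (Entrez 66811, 122298900 to 122302885) encode an oxidase that makes hydrogen peroxide for hormone synthesis and its maturation factor. *Duox2* was at 38.9 ± 5.33 CPM in WT(ND), 25.1 ± 5.24 CPM in *Glis3*-Pax8Cre(ND), 56.8 ± 8.94 CPM in WT(LID) and 19.4 ± 5.33 CPM in *Glis3*-Pax8Cre(LID). The rise of *Duox2* in WT(LID) over WT(ND) was 0.55 on the log2 scale (standard error 0.19, adjusted p = 0.0274 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost with library size alone (adjusted p = 0.0600), the largest of its alternatives, which began at 0.00662, and without WT(ND) replicate 2 (0.0726), WT(ND) replicate 4 (0.0761), WT(LID) replicate 2 (0.0798) or WT(LID) replicate 3 (0.0629). *Duoxa2* was at 64.9 ± 14.4, 69.3 ± 16.4, 113 ± 1.87 and 45.3 ± 5.67 CPM in the same order of groups, and its rise in WT(LID) was 0.80 (standard error 0.17, adjusted p = 0.00121 from the same test). In *Glis3*-Pax8Cre(LID) against WT(LID), the log2 fold change was -1.55 (standard error 0.19, adjusted p = 2.33e-05 from the same test) for *Duox2* and -1.32 (standard error 0.17, adjusted p = 2.86e-05 from the same test) for *Duoxa2*.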

The expression of several thyroid hormone biosynthetic and TSH-induced genes, including *Slc5a5*, *Slc26a4*, *Adm2*, *Sod3*, *Cdh13*, *Duox2*, and *Duoxa2* that were greatly induced in WT(LID) compared to WT(ND), were significantly repressed in thyroids from *Glis3*-Pax8Cre(LID) mice (Table 1 and Fig. 4B), consistent with our previous study of ubiquitous *Glis3*KO mice [33]. NIS protein expression was dramatically increased in WT(LID), but not in *Glis3*-Pax8Cre(LID) thyroids (Fig. 4C). Similarly, the increase in the expression of several ECM-related and inflammatory genes, including *Col18a1*, *Col6a2*, *Col4a1*, *Ccl7*, *Ccl2*, and *Itga2*, observed in WT(LID) thyroids was significantly suppressed in *Glis3*-Pax8Cre(LID) thyroid glands (Table 1 and Fig. 5A). 

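*Col18a1* (Entrez 12822, chromosome 10, 77052179 to 77166530) was at 160.2 ± 47.2 CPM (SD, n = 4) in WT(ND), 86.6 ± 17.2 CPM in *Glis3*-Pax8Cre(ND), 580.0 ± 34.1 CPM in WT(LID) and 183 ± 27.2 CPM in *Glis3*-Pax8Cre(LID). Its log2 fold change between genotypes under LID was -1.66 (standard error 0.20, adjusted p = 1.60e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Col6a2* (Entrez 12834, chromosome 10, 76595756 to 76623630) rose by 1.13 on the log2 scale in WT(LID) over WT(ND), from 176 ± 21.4 to 388 ± 27.3 CPM, and was at 147 ± 37.9 CPM in *Glis3*-Pax8Cre(LID). *Col4a1* (Entrez 12826, chromosome 8, 11198423 to 11312826), which overlaps *Col4a2*, rose by 2.20, from 542 ± 46.2 to 2488 ± 262 CPM, against 904 ± 199.9 CPM in *Glis3*-Pax8Cre(LID). *Itga2* (Entrez 16398, chromosome 13, 114835912 to 114932041) rose by 4.00, from 0.683 ± 0.0568 to 11.0 ± 2.4 CPM, and was at 0.796 ± 0.222 CPM in *Glis3*-Pax8Cre(LID). Between genotypes under LID the log2 fold changes were -1.40 (*Col6a2*), -1.46 (*Col4a1*) and -3.78 (*Itga2*), with adjusted p of 8.43e-05, 1.60e-05 and 6.67e-08 from the same test. *Col8a1* (Entrez 12837, chromosome 16, 57624256 to 57754737), which Fig. 5A shows, went from 58.0 ± 3.72 CPM in WT(LID) to 14.5 ± 4.47 CPM in *Glis3*-Pax8Cre(LID) (log2 fold change -2.00, standard error 0.19, adjusted p = 2.38e-06 from the same test). In the same comparison, 5 endothelial marker genes had a median log2 fold change of -1.28, and no cell types were separated in these glands.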

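*Ccl2* (Entrez 20296) and *Ccl7* (Entrez 20306), neighbours on chromosome 11 from 82035577 to 82037452 and from 82045712 to 82047523, encode chemokines that attract monocytes. *Ccl2* rose from 0.323 ± 0.0952 CPM (SD, n = 4) in WT(ND) to 9.01 ± 2.51 CPM in WT(LID), and *Ccl7* from 0.322 ± 0.0718 to 4.81 ± 1.17 CPM, log2 fold changes of 4.82 and 3.91. In *Glis3*-Pax8Cre(LID) they were at 1.94 ± 0.638 and 1.58 ± 0.343 CPM, with log2 fold changes against WT(LID) of -2.21 (standard error 0.32, adjusted p = 0.000101) and -1.61 (standard error 0.25, adjusted p = 0.000159), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 25 chemokine genes tested of 37 listed, 6 were lower at an adjusted p under 0.05 over all genes tested and 3 were higher, *Cxcl16*, *Cxcl17* and *Ccl8*, which are named after their values were seen. Adjusted over the list alone, 8 were lower and 3 higher. The median of the list was -0.01, which library size alone turned to 0.14, and the list as a whole was not called (limma's camera, adjusted p = 0.539, with 20 of 35 splits giving a p as small).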

The increase in collagen mRNA expression in WT(LID) and its suppression in *Glis3*-Pax8Cre(LID) thyroids correlated with the level of immunofluorescent staining for pan-collagen (Fig. 5B).

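*Ccnb1* (Entrez 268697, chromosome 13, 100778739 to 100786486) and *Ccnb2* (Entrez 12442, chromosome 9, 70407689 to 70421554) encode cyclins that drive entry into mitosis, and *Cdca2* (Entrez 108912, chromosome 14, 67676354 to 67715841) encodes a chromatin-bound protein of dividing cells. *Ccnb1* was at 47.1 ± 10.5 CPM (SD, n = 4) in WT(LID) and 58.6 ± 13.8 CPM in *Glis3*-Pax8Cre(LID), a log2 fold change of 0.32 (standard error 0.45, adjusted p = 0.651 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For *Ccnb2* the values were 40.2 ± 6.82 and 45.0 ± 10.4 CPM, a log2 fold change of 0.16 (standard error 0.40, adjusted p = 0.811 from the same test). Neither difference was larger than the spread between mice. *Cdca2* was at 25.3 ± 2.505 and 37.6 ± 6.97 CPM, and its log2 fold change of 0.58 (standard error 0.23, adjusted p = 0.0712 from the same test) was called higher under some settings. These were DESeq2 (0.0430), library size alone (0.0322), only the 8 mice of the comparison (0.00850) and the replicate number as a block (0.0453). The adjusted p over its alternatives ran from 0.00850 to 0.0824. It was also called without *Glis3*-Pax8Cre(ND) replicate 4 (0.0114) or *Glis3*-Pax8Cre(LID) replicate 1 (0.0379). A list of 97 S-phase and G2/M genes had a median log2 fold change of 0.01, with 49 higher and 48 lower (limma's camera, adjusted p = 0.983), and its direction changed with library size alone in camera (0.660) and under fry (0.948). Per gene, *Gins2* was lower and *Polr1b*, *Wdr76* and *Cdca7* higher at an adjusted p under 0.05 over all genes tested, and 1 was lower and 1 higher adjusted over the list alone; these 4 are named after their values were seen.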

Most importantly and in contrast to ubiquitous *Glis3*KO(LID) mice [33], the expression of cell cycle regulatory genes, including *Ccnb1*, *Ccnb2*, and *Cdca2*, was not suppressed in *Glis3*-Pax8Cre(LID) thyroid glands (Table 1; Fig. 5C) consistent with our data showing little difference in the percentage of PAX8^+^EdU^+^ cells (Fig. 3D). These data supported the concept that the inhibition of thyroid follicular cell proliferation in ubiquitous *Glis3*KO mice appears to be related to changes in gene expression in other cell types that subsequently affect the proliferation of these cells. Together, these observations indicate that in contrast to TH biosynthetic genes, which transcription is directly regulated by GLIS3, GLIS3 does not play a major role in the direct transcriptional regulation of cell proliferation-regulatory genes in thyroid follicular cells in mice fed a LID. These findings are consistent with the concept that TSH regulates proliferation and TH-biosynthesis in thyroid follicular cells through activation of different signaling pathways [7].

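Genes of the TH pathway did not all move the same way in *Glis3*-Pax8Cre(LID). *Tg* (Entrez 21819, chromosome 15, 66670770 to 66850720), which overlaps *Sla*, was at 258502 ± 51266 CPM (SD, n = 4) in WT(LID) and 106693 ± 26648 CPM in *Glis3*-Pax8Cre(LID), a log2 fold change of -1.28 (standard error 0.23, adjusted p = 0.000683 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Tshr* (Entrez 22095, chromosome 12, 91400993 to 91540509) was higher, at 629.5 ± 70.9 against 304 ± 36.7 CPM in WT(LID), a log2 fold change of 1.05 (standard error 0.26, adjusted p = 0.00599 from the same test). The paper reports that cell cycle genes were not suppressed and that the percentage of PAX8+EdU+ cells differed little. From these observations together, it infers no major role of GLIS3 in directly regulating the transcription of proliferation genes in follicular cells under LID. It sets them in contrast to TH biosynthetic genes, whose transcription it states is directly regulated by GLIS3.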

Analysis of thyroid TF expression showed that *Pax8* expression, but not that of *Nkx2*.*1* and *Foxe1*, was increased in both *Glis3*-Pax8Cre(ND) and *Glis3*-Pax8Cre(LID) mice compared to that of WT(ND) and WT(LID) (Supplementary Fig. S4). However, the expression of *Pax8*, *Nkx2.1*, and *Foxe1* was not significantly different between thyroids from *Glis3*-Pax8Cre(ND) and *Glis3*-Pax8Cre(LID) mice indicating that the suppression of gene expression in *Glis3*-Pax8Cre(LID) thyroid is independent of the changes in the expression of these thyroid TFs.

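*Pax8* (Entrez 18510, chromosome 2, 24420551 to 24475599) was at 319.8 ± 26.8 CPM (SD, n = 4) in WT(LID) and 836 ± 75.1 CPM in *Glis3*-Pax8Cre(LID), a log2 fold change of 1.39 (standard error 0.27, adjusted p = 0.00101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the ND, it was at 397, 374, 996 and 385 CPM in WT(ND) replicates 1 to 4 and at 958, 989, 944 and 643 CPM in *Glis3*-Pax8Cre(ND), and the log2 fold change was 0.72 (standard error 0.26, adjusted p = 0.0668 from the same test). Without WT(ND) replicate 3 the log2 fold change was 1.21 and the adjusted p 2.22e-05. *Pax8* was also called on the ND without *Glis3*-Pax8Cre(ND) replicate 4 (adjusted p = 0.0411), with DESeq2 (0.0258), with library size alone (0.0391) and with the replicate number as a block (0.0367), in a range of 0.0258 to 0.197 over its alternatives. Scores of thymocyte markers used as a covariate, a setting chosen after seeing the data, also gave a call (0.0418). By its name in the paper's methods, the Cre allele of *Glis3*-Pax8Cre mice is a targeted allele of *Pax8* itself. The counts of *Pax8* therefore cannot tell a response to the loss of GLIS3 from an effect of that allele. *Nkx2-1* (Entrez 21869, chromosome 12, 56531935 to 56536908) was at 386 ± 59.4, 404 ± 90.8, 344 ± 26.3 and 406 ± 28.8 CPM in WT(ND), *Glis3*-Pax8Cre(ND), WT(LID) and *Glis3*-Pax8Cre(LID). It was called higher in *Glis3*-Pax8Cre(LID) than in WT(LID) only with library size alone (log2 fold change 0.39, adjusted p = 0.0272) and with only the 8 mice of the comparison (0.23, 0.0468), against 0.24 (adjusted p = 0.236) from the same test in all 16 mice. *Foxe1* (Entrez 110805, chromosome 4, 46344194 to 46345309) was at 142 ± 23.4, 135 ± 40.4, 139 ± 13.9 and 125 ± 18.5 CPM and differed by less than the spread between mice.

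**Figure D3:**
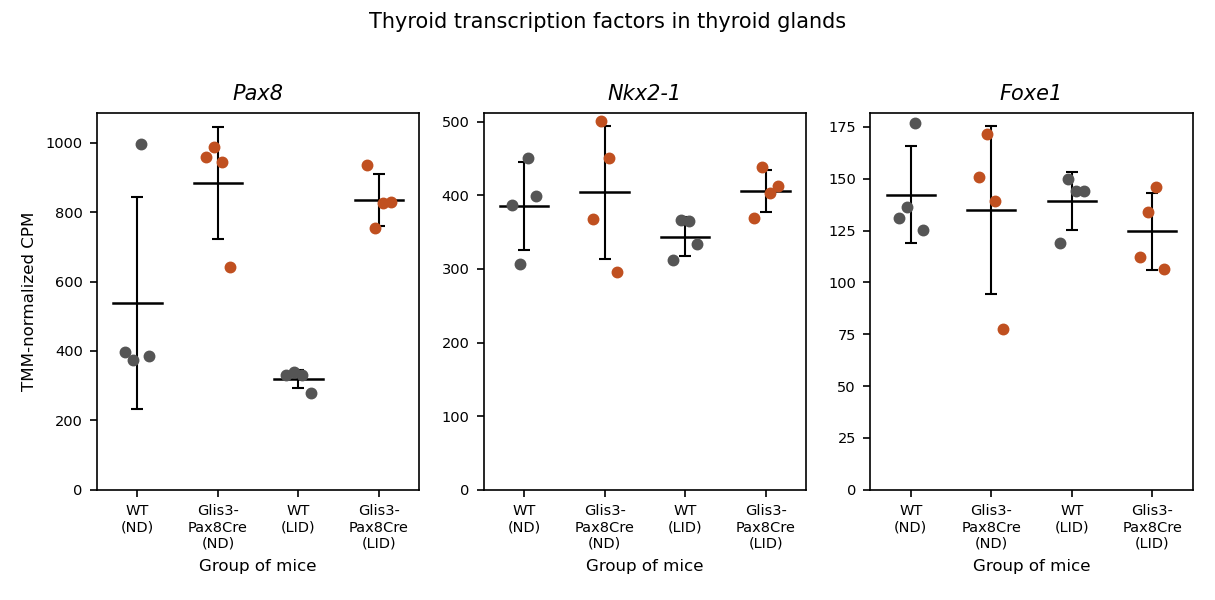
TMM-normalized CPM of *Pax8*, *Nkx2-1* and *Foxe1* in the 16 thyroid glands, 1 point per mouse in the order of replicates 1 to 4, with the mean ± SD of each group of 4. WT(ND) replicate 3 has 996 CPM of *Pax8*, where the 3 other WT(ND) mice have 374 to 397 CPM.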

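Between *Glis3*-Pax8Cre(LID) and *Glis3*-Pax8Cre(ND), the log2 fold change was -0.08 for *Pax8* (standard error 0.26, adjusted p = 0.848), 0.01 for *Nkx2-1* (standard error 0.14, adjusted p = 0.978) and -0.11 for *Foxe1* (standard error 0.19, adjusted p = 0.702), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The sign for *Nkx2-1* changed with library size alone (-0.12), and that for *Foxe1* without *Glis3*-Pax8Cre(ND) replicate 2 (0.03). In WT mice, *Pax8* was lower in WT(LID) than in WT(ND), with a log2 fold change of -0.75 (standard error 0.26, adjusted p = 0.0313 from the same test). That call was lost without WT(ND) replicate 3 (log2 fold change -0.26, adjusted p = 0.142) and without any 1 of the WT(LID) mice (adjusted p from 0.0573 to 0.0829), in a range of 0.0172 to 0.142 over the 16 fits that each left out 1 mouse. The diet response of *Pax8* was not shown to differ between the genotypes (interaction 0.67, standard error 0.37, adjusted p = 0.267 from the same test), and without WT(ND) replicate 3 the interaction was 0.17.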

The transcriptome and QRT-PCR analyses were carried out with thyroid glands from female mice, analysis of the expression of several genes, including cell cycle, ECM, inflammation, and TF genes in thyroids from male mice showed a very similar pattern as that of female mice (Supplementary Fig. 5).

### Correlation between GLIS3 protein and TSH levels

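On the ND, the log2 fold change between genotypes was -3.70 (standard error 0.25, adjusted p = 6.48e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for *Slc5a5* and -2.76 (standard error 0.37, adjusted p = 0.000232 from the same test) for *Adm2*. From the same test it was -0.66 (adjusted p = 0.0143) for *Sod3*, a call lost with only the 8 mice of the comparison (0.0824, with alternatives from 0.00236 to 0.0824) and without WT(ND) replicate 4 (0.0509). For *Cdh13* it was -0.04 (adjusted p = 0.843). *Slc26a4* had -1.26 (adjusted p = 0.00678 from the same test), but was not called with only the 8 mice of the comparison (0.0637, with alternatives from 0.000186 to 0.0637). The difference between the genotype effects under LID and ND, tested as an interaction in the same fit, was -7.57 (standard error 0.53, adjusted p = 1.41e-06) for *Adm2*, -3.22 (standard error 0.33, adjusted p = 1.86e-05) for *Slc5a5*, -3.06 for *Cdh13*, -2.08 for *Sod3* and -1.41 for *Duoxa2*. *Duox2* was called as well (-0.92, adjusted p = 0.0341), but not in 9 of the 16 fits that each left out 1 mouse. The interaction for *Slc26a4* was not called (-1.13, adjusted p = 0.0739), except with DESeq2 (0.0274, with alternatives from 0.0274 to 0.0953), without WT(ND) replicate 3 (0.0251) or without *Glis3*-Pax8Cre(ND) replicate 4 (0.0218). Within *Glis3*-Pax8Cre mice, *Slc5a5* changed by 0.58 between the diets (standard error 0.23, adjusted p = 0.0806 from the same test), a change not called. It was called with DESeq2 (0.0458, with alternatives from 0.0179 to 0.191), without WT(ND) replicate 3 (0.0275), without *Glis3*-Pax8Cre(ND) replicate 4 (0.0173) and with a thymocyte marker score as a covariate (0.0179), a setting chosen after seeing the data.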

Our studies demonstrated that GLIS3 plays a critical role particularly in the transcriptional regulation of several thyroid hormone biosynthetic and TSH-inducible genes under conditions when TSH levels are elevated, such as in LID (Table 1 and Fig. 4B)[33, 60]. This led to the hypothesis that GLIS3 protein levels and/or activity itself might be controlled by a TSH/TSHR-dependent signaling pathway. This concept was supported by observations showing a correlation between the decrease in GLIS3 and TSH levels during the first 2 postnatal months. Both the intensity of GLIS3 protein staining in follicular cells and the percentage of PAX8^+^GLIS3^+^ cells in *Glis3*-EGFP mice steadily decreased during this period (Fig. 6A, B) and was accompanied with a similar decline in postnatal blood TSH levels (Fig. 6C). The correlation between GLIS3 protein and TSH levels was strengthened by observations showing that GLIS3 staining and the percentage of PAX8^+^GLIS3^+^ cells were greatly increased in *Glis3*-EGFP mice fed a LID, a condition in which blood TSH level is greatly elevated (Fig. 6D, E). These changes in GLIS3 protein did not strongly correlate with alterations in Glis3 mRNA expression (Supplementary Fig. 6) suggesting that the higher levels of GLIS3 protein expression under conditions of elevated TSH, might be due to an increase in protein stability or rate of translation rather than increased transcription. The increase in GLIS3 protein might be part of the mechanism by which GLIS3 induces the transcriptional activation of target genes, such as *Slc5a5*, in thyroid follicular cells of LID mice.

### Link between PKA and GLIS3 transcriptional activity

To obtain further support for the hypothesis that GLIS3 activity is regulated by TSH signaling, we examined the effect of TSH on GLIS3-mediated transcriptional activation of a GLISBS-dependent luciferase reporter in rat thyrocyte PCCl3 cells. Addition of TSH increased GLIS3-mediated transcriptional activation of the reporter 2- to 3-fold (Fig. 7A, B) without causing a change in the level of Glis3 mRNA expression (Fig. 7C). In the absence of GLIS3, TSH did not increase GLISBS-dependent activation (data not shown). It is well-established that interaction of TSH with TSHR induces the activation of several protein kinases, including PKA, phospholipase C (PLC), PI3K, mTOR, ERK, and Ca^++^-mediated signaling [7, 52, 61, 62]. To examine whether any of these downstream kinase pathways are involved in the regulation of GLIS3 activity, we analyzed the effect of several kinase inhibitors on GLIS3-mediated transcriptional activation. Addition of the PKA inhibitor H89 significantly suppressed the increase in GLIS3-mediated transactivation by TSH (Fig. 7A), whereas inhibition of the mTOR, Ca^++^ or ERK pathways by, respectively, rapamycin, FK506 or trametinib, had little effect, while transactivation was slightly reduced by the PKC inhibitor Gö6976 (Fig. 7A). A role for PKA activation in the regulation of GLIS3-mediated transcriptional activation by TSH was further supported by data showing that co-expression of a constitutively active form of PKA and treatment with 8BrcAMP or the adenylyl cyclase agonist, forskolin, enhanced GLIS3-dependent transcriptional activation and that this increase was significantly inhibited by H89 (Fig. 7B). Together, these results are consistent with the concept that activation of PKA is part of the mechanism by which by TSH enhances GLIS3 transcriptional activation of target genes.

Since TSH treatment did not significantly change Glis3 mRNA levels (Fig. 7C), one possible mechanism by which TSH enhances GLIS3 transcriptional activity is increasing GLIS3 protein stability. To study this, we examined the effect of TSH on GLIS3 protein in PCCl3 cells expressing doxycycline (Dox)-inducible GLIS3-HA (PCCl3-pIND20-Glis3) and examined GLIS3 protein expression by immunofluorescence staining and Western blot analysis. These analyses showed that addition of TSH significantly increased GLIS3 protein expression in Dox-treated PCCl3-pIND20-Glis3 cells without changing Glis3 mRNA expression (Fig. 7C–E). We further showed that treatment with the proteasome inhibitor MG132 enhanced GLIS3 protein stability (Fig. 7F). Together, these data are consistent with the hypothesis that the stimulation of GLIS3 transcriptional activity by TSH is at least in part mediated via a PKA-dependent increase in GLIS3 protein stability (Fig. 8).

## Discussion

Loss of GLIS3 function in both humans and mice causes CH [15, 16, 18, 33]. However, whether this is related to thyroid dysgenesis or dyshormonogenesis has not been clearly established. Analysis of GLIS3 protein expression during mouse thyroid development demonstrated that GLIS3 protein was first detectable in thyroid follicular cells at E15.5, a time during which thyroid follicles are being formed (Fig. 1 and Supplementary Fig. 1) [4, 8]. We further show that thyroid gland morphology and the formation of thyroid follicles are not greatly altered in E17.5 and neonatal *Glis3*KO mice (Fig. 2A, Supplementary Fig. 2). These data indicate that GLIS3 is not required for early thyroid development in mice and that the development of CH in *Glis3*KO mice is due to dyshormonogenesis rather than thyroid dysgenesis. This contrasts the role of *glis3* in zebrafish, in which *glis3* has been shown to play an important role in thyroid development [63]. Moreover, unlike *glis3* knockdown in zebrafish, the expression of NKX2.1 and PAX8 was not impaired in thyroid gland in *Glis3*KO mice (Fig. 2B and C). Whether the development of CH in human patients with GLIS3-de ciency is related to thyroid dysgenesis or dyshormonogenesis has been inconclusive and shown to vary among patients [16, 18, 20–22, 24, 25, 29, 64, 65]. This variability might be attributed to the highly oligogenic nature of CH [27, 29, 32]. Our study further shows that the onset of GLIS3 expression is distinct from that of the thyroid TFs, PAX8, NKX2.1, FOXE1, and HHEX, which are critical for early thyroid gland development and which loss of function causes thyroid dysgenesis or athyreosis [3, 4, 6, 9, 10, 12, 66]. Several of these TFs also play a role postnatally in the regulation of several thyroid functions, including TH biosynthesis. We recently reported that PAX8 and NKX2.1 are bound to regulatory regions of the *Glis3* gene, which would be consistent with the concept that these factors have a role in the transcriptional activation of *Glis3* during thyroid development [33, 60]. Interestingly, the time interval at which *Glis3* expression is induced parallels that of a major GLIS3 target gene, *Slc5a5*, which expression is induced during E15.5 and 16.5 and greatly repressed in E17.5 *Glis3*KO thyroids (Fig. 1B and 2F). Impairment in iodide transport in NIS knockout mice was reported to cause severe hypothyroidism [67]. Together, these findings are consistent with our conclusion that CH in *Glis3*KO mice is due to dyshormonogenesis.

We previously demonstrated that under LID conditions not only the activation of thyroid hormone biosynthetic genes was suppressed in ubiquitous *Glis3*-deficient mice, but also the induction of thyroid follicular cell proliferation, the expression of cell cycle genes, and the activation of the mTOR pathway [15, 33]. We also reported that, in addition to congenital hypothyroidism, these mice develop neonatal diabetes and hypoinsulinemia [39, 58]. IGF-1 and insulin, together with TSH, have been reported to play a critical role in the regulation of gene expression and proliferation in thyroid follicular cells [51–56] raising the possibility that the pancreatic phenotype, including hypoinsulinemia, and conceivably changes in other tissues in ubiquitous *Glis3*-deficient mice might influence the function and gene expression in thyroid follicular cells. This hypothesis was supported by observations showing that in contrast to ubiquitous *Glis3*-KO(LID) mice, thyroid follicular cell proliferation, expression of cell cycle genes, including *Ccnb1*, *Ccnb2*, and *Cdca2*, and activation of the mTOR, a pathway that promotes cell proliferation, were not repressed in *Glis3*-Pax8Cre(LID) mice but induced to a similar degree as in WT(LID) mice (Fig. 3C–E and Fig. 5C). 

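From ND to LID, *Ccnb1* rose from 3.60 ± 0.715 CPM (SD, n = 4) in WT(ND) by a log2 fold change of 3.71 (standard error 0.50, adjusted p = 6.03e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in *Glis3*-Pax8Cre mice by 2.37 (standard error 0.48, adjusted p = 0.00288 from the same test). *Ccnb2* rose by 3.30 in WT and 1.801 in *Glis3*-Pax8Cre mice, the latter not called with only the 8 mice of the comparison (adjusted p = 0.0642, with alternatives from 2.16e-05 to 0.0642). *Cdca2* rose by 2.93 and 1.84. The diet response in *Glis3*-Pax8Cre mice was smaller by an interaction of -1.34 for *Ccnb1* (adjusted p = 0.204), -1.50 for *Ccnb2* (adjusted p = 0.110) and -1.09 for *Cdca2* (adjusted p = 0.0418, from the same test). The call for *Cdca2* was lost with library size alone (0.0661, with alternatives from 0.00914 to 0.0661) and in 11 of the 16 fits that each left out 1 mouse. *Ccnb2* was called with DESeq2 (0.0320, with alternatives from 0.0320 to 0.149) and with a thymocyte marker score as a covariate (0.0351), a setting chosen after seeing the data. Without *Glis3*-Pax8Cre(ND) replicate 4, which carries thymocyte transcripts (*Rag1* at 1120.1 CPM), the interactions were -0.35 for *Ccnb1*, -0.67 for *Ccnb2* and -0.78 for *Cdca2*.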

We further observed that proliferation of thyroid follicular cells (EdU^+^ cells) and the expression of the cell cycle genes were slightly higher in *Glis3*-Pax8Cre(ND) mice than in WT(ND) mice. This might be due to the 3-fold higher level of TSH in *Glis3*-Pax8Cre(ND) mice compared to WT(ND) mice (Fig. 3B). These data indicate that GLIS3 does not play a major role in the regulation of thyroid follicular cell proliferation and suggest the suppression of thyroid follicular cell proliferation in ubiquitous *Glis3*-deficient mice does not involve direct transcriptional regulation of cell cycle-related genes by GLIS3, but is related to abnormalities in other tissues, such as hypoinsulinemia that indirectly affect thyroid follicular cell proliferation. This conclusion is consistent with our cistrome analysis showing that GLIS3 binds to very few cell cycle-related genes [60]. In contrast to cell proliferation-regulatory genes, the expression of several TH-inducible genes, including *Slc5a5*, *Slc26a4*, *Adm2*, *Sod3*, and *Cdh13*, remain dramatically suppressed in *Glis3*-Pax8Cre(LID) thyroid as we observed in ubiquitous Glis3-deficient mice, consistent with the conclusion that their transcription is directly regulated by GLIS3 [60]. In addition, these findings support the concept that TSH regulates proliferation and TH-biosynthesis in thyroid follicular cells through different protein kinase signaling pathways [7].

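*Ccnb1* was at 5.52, 5.84, 5.52 and 28.1 CPM in *Glis3*-Pax8Cre(ND) replicates 1 to 4, *Ccnb2* at 8.53, 6.62, 6.69 and 29.6 CPM and *Cdca2* at 6.96, 8.24, 9.77 and 16.9 CPM, against 4.09 ± 0.838 CPM for *Ccnb2* and 3.32 ± 0.701 CPM for *Cdca2* in WT(ND) (SD, n = 4). The log2 fold changes against WT(ND) were 1.66 (adjusted p = 0.0258), 1.66 (adjusted p = 0.0139) and 1.67 (adjusted p = 0.000334) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Replicate 4 of *Glis3*-Pax8Cre(ND) raises these values, since without it they were 0.66, 0.82 and 1.35, still called. *Ccnb1* was not called with only the 8 mice of the comparison (0.105, with alternatives from 0.00432 to 0.105) or without WT(ND) replicate 1 (0.0608), 3 (0.0535) or 4 (0.0737), nor *Ccnb2* with only the 8 mice (0.0766, with alternatives from 0.000158 to 0.0766). Of the 97 listed cell cycle genes, 94 were higher and 3 lower in *Glis3*-Pax8Cre(ND), with a median log2 fold change of 1.05 (limma's camera, adjusted p = 2.37e-14). Per gene, 51 were higher at an adjusted p under 0.05 over all genes tested and 70 adjusted over the list alone. Without replicate 4 the median was 0.39, with 88 of 97 genes higher (camera, adjusted p = 2.71e-11). The call held under fry (adjusted p = 0.0375) but not with an estimated correlation (0.354), and 13 of the 35 ways to split the 8 ND mice into groups of 4 gave a camera p as small.

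**Figure D4:**
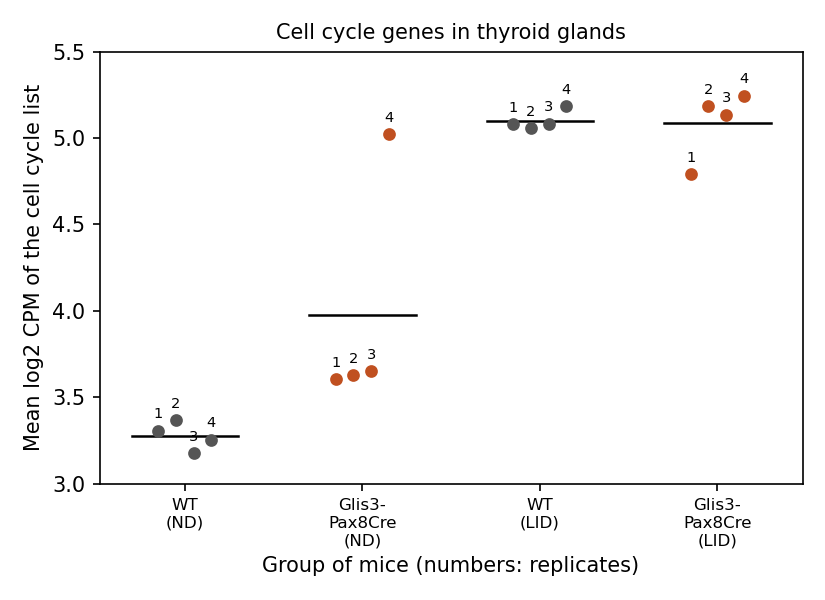
Mean log2 CPM of the 97 cell cycle genes in the 16 thyroid glands, 1 numbered point per mouse, with the mean of each group as a line. *Glis3*-Pax8Cre(ND) replicates 1 to 3 lie at 3.61 to 3.65, above WT(ND) at 3.18 to 3.37, and replicate 4 lies at 5.02, near the LID groups.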

The largest repression of GLIS3 target genes was observed in thyroids from *Glis3*KO and *Glis3*-Pax8Cre mice under LID conditions when TSH levels are highly elevated (Fig. 3B)[33]. 

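Between the genotypes on the ND, 310 genes were lower and 380 higher in *Glis3*-Pax8Cre(ND) at an adjusted p under 0.01 and a fold change over 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against the 1319 changed genes under LID. Without 1 of the WT(ND) mice these counts moved by more than 1.5 times, to 202 lower genes without replicate 1 and to 251 higher genes without replicate 4, and with only the 8 mice of the comparison they were 64 and 104. The largest decreases, by the rule used under LID, were in *Slc5a5*, *Npy*, *S100b*, *Slc2a6* and *Il18r1*, and the largest increases in *AU015791*, *Hhip*, *Kcne1*, *Tnfsf11* and *Ptgdr*. *Ptgdr* was at 51.5 against 3.53 CPM and was not called with only the 8 mice of the comparison (adjusted p = 0.0603, with alternatives from 1.86e-05 to 0.0603). The diet response differed between the genotypes for 603 genes at the same threshold, 480 with a lower and 123 with a higher response in *Glis3*-Pax8Cre mice. DESeq2 gave 969. In WT mice, the LID raised 1277 genes and lowered 798, and library size alone reversed this balance, with 1016 raised and 1138 lowered. Of the 1277 raised genes, 331 (25.9%) also passed the threshold in *Glis3*-Pax8Cre mice and 727 (56.9%) rose there at an unadjusted p under 0.05, and 373 had a lower response by the interaction test at the same threshold. Their median log2 fold change was 1.65 in WT and 0.63 in *Glis3*-Pax8Cre mice. A share as small, taken of the genes raised in either of the 2 regrouped genotypes, came from 10 of 100 draws with regrouped mice, the real grouping included, so the share itself is within what regrouping gives.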

The induction of the transcriptional activation of GLIS3 target genes in thyroid follicular cells in mice fed a LID coincides with the significant increase in GLIS3 protein expression (Fig. 6). These observations indicated a possible link between the TSH/TSHR signaling pathway, the regulation of GLIS3 protein, and the activation of GLIS3 target genes. This was supported by data showing that TSH enhanced GLIS3-mediated transcriptional activation and GLIS3 protein expression in PCCl3 cells (Fig. 7A, D). This induction was not due to a change in the level of Glis3 mRNA expression (Fig. 7C) suggesting that it might be due to increased GLIS3 protein stability or rate of translation. We provided evidence indicating that the stimulation of GLIS3 transcriptional activity is at least in part due to increased GLIS3 protein stability (Fig. 7E, F). GLIS3 protein stability and GLIS3-dependent transcriptional activation of target genes might be controlled by posttranslational modification(s) of GLIS3 that are mediated by TSH/TSHR-induced activation of (a) downstream kinase pathway(s) [11, 52, 59, 68]. Study of the effect of several kinase inhibitors on TSH-induced stimulation of GLIS3 transcriptional activity revealed that the PKA antagonist H89 suppressed this increase, but that inhibition of several other kinase pathways (ERK, PKC, mTOR, Ca2^+^) had relatively little effect. A role for PKA in mediating the effect of TSH was supported by data showing that the PKA agonist 8BrcAMP and the adenylyl cyclase agonist, forskolin, similarly enhanced GLIS3-mediated transcriptional activation and that this stimulation was inhibited by H89. A role for PKA was further strengthened by observations demonstrating that expression of a constitutively active PKA stimulated GLIS3-mediated transcriptional activation (Fig. 7B). Further studies are needed to identify the amino acid(s) within GLIS3 that are phosphorylated by PKA and are critical for regulating GLIS3 protein stability and activity. Together, our study reveals a link between TSH signaling and its regulation of GLIS3 protein activity and transcriptional activation GLIS3 target genes, including several TH biosynthesis-related genes. We further provide evidence for a role of the PKA signaling pathway in mediating the transcriptional regulation of several TSH-induced genes by GLIS3 in thyroid follicular cells (Fig. 8). Strategies to regulate GLIS3 expression and/or its transcription activity might provide new therapeutic approaches in the management of hypo- and hyperthyroidism.

## Figures and Tables

**Figure 1:**
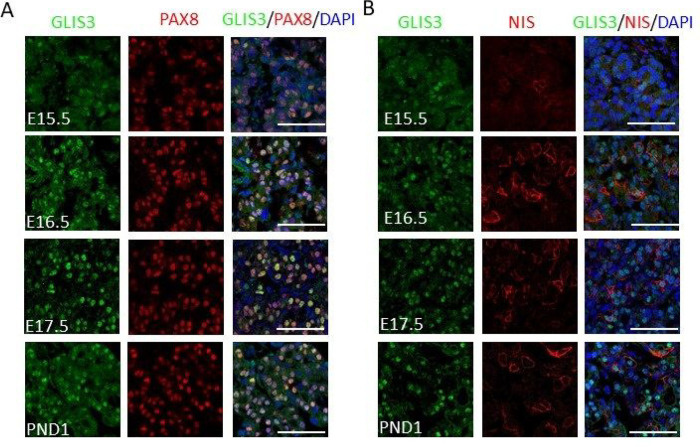
GLIS3 protein is first detectable during E15.5 of mouse embryonic thyroid gland development. **A, B** GLIS3 expression was examined in thyroid glands from GLIS3-EGFP mice at E15.5, E16.5, E17.5 and PND1 by immunofluorescent staining using antibodies for GFP (GLIS3, green) and PAX8 (red) (**A**), and for GFP (GLIS3, green) and NIS (red) (**B**). Nuclei were stained with DAPI. Scale bars: 50 mm.

**Figure 2:**
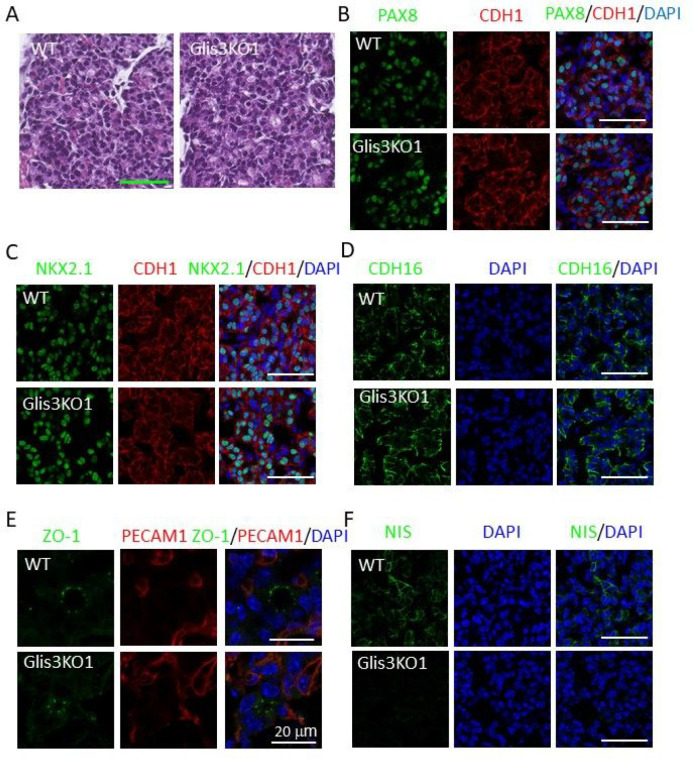
Loss of GLIS3 function does not cause major changes in mouse thyroid gland development. **A** H&E-stained sections of thyroid glands from E17.5 WT and *Glis3*KO1 mouse embryos. **B– F** Representative images of sections of thyroid glands from E17.5 WT and *Glis3*KO1 embryos immunostained with antibodies against PAX8 and CDH1 (**B**), NKX2.1 and CDH1 (**C**), CDH16 (**D**), ZO-1 and PECAM1 (**E**), and NIS (**F**). PECAM1 was used to stain endothelial cells. Nuclei were stained with DAPI. All scale bars are 50 mm, except for 20 mm in E.

**Figure 3:**
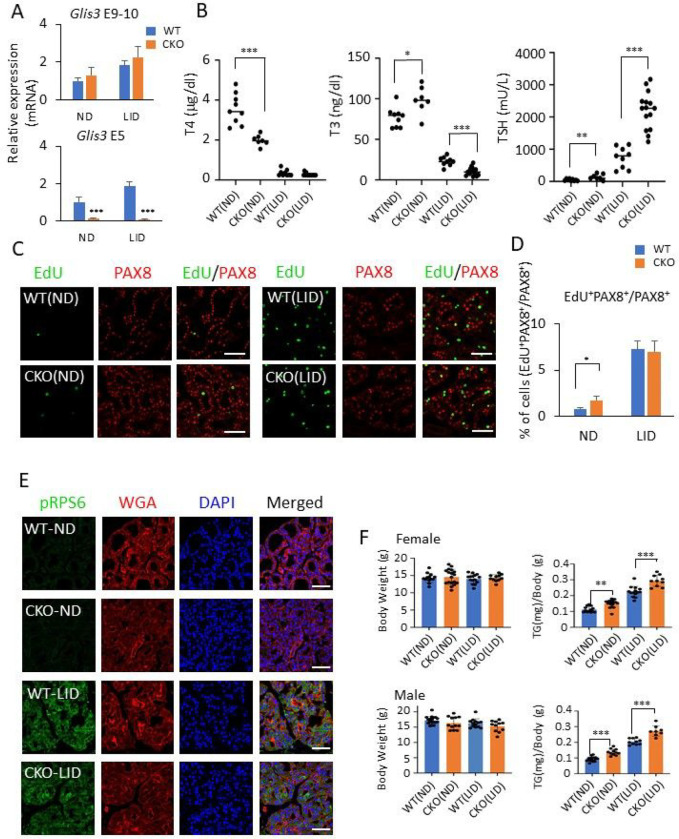
Loss of GLIS3 function does not suppress thyroid follicular cell proliferation in *Glis3*-Pax8Cre(LID) mice. **A** QRT-PCR analysis of Glis3 mRNA expression confirming the specific deletion of exon 5 (E5) in the thyroid gland of *Glis3*-Pax8Cre mice (CKO). Exon 9–10 (E9–10), a non-deleted region of *Glis3*, served as control. **B** Serum levels of T3, T4, and TSH in 5-week-old WT(ND), *Glis3*-Pax8Cre(ND) (referred to as CKO(ND)), WT(LID), and *Glis3*-Pax8Cre(LID) (referred to as CKO(LID)). * p<0.05, ** p<0.01, *** p<0.001. **C** Cell proliferation in thyroid glands from WT and *Glis3*-Pax8Cre mice fed a ND or LID was analyzed by EdU incorporation (green) as described in Material and Methods. Thyroid follicular cells were stained with a PAX8 antibody (red). In contrast to ubiquitous Glis3-knockout mice [33], thyroid follicular cell proliferation was not suppressed in *Glis3*-Pax8Cre(LID) mice. Scale bars: 50 mm. **D** The percentages of the number of PAX8^+^ cells that stained EdU^+^ were calculated and plotted. **E** Activation of the mTOR pathway, as indicated by pRPS6 immunofluorescent staining, was not suppressed in thyroids from *Glis3*-Pax8Cre(LID) mice. pRBS6 (green), WGA (red), DAPI (blue). Scale bars: 50 mm. ** p<0.01, ** p<0.01, *** p<0.001. **F** The relative weight of thyroid glands (TG) in male and female WT(LID) and *Glis3*-Pax8Cre(LID) were increased compared to mice fed a ND, while total body weights were not changed.

**Figure 4:**
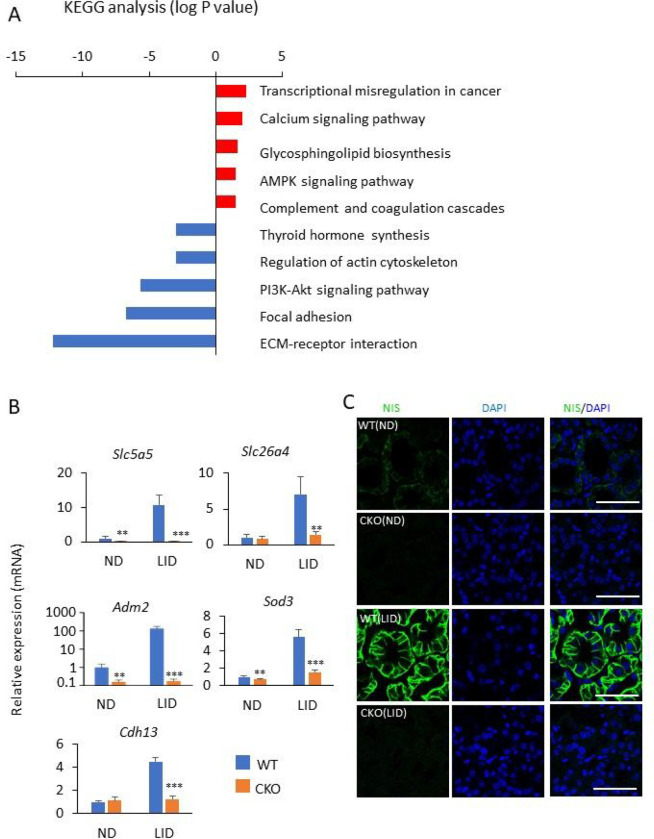
Transcriptome analysis of thyroid glands from female WT(LID) and *Glis3*-Pax8Cre(LID) mice. **A** KEGG pathway analysis of genes up-regulated (red) and down-regulated (blue) in *Glis3*-Pax8Cre(LID) thyroid glands compared to those of WT(LID). **B** Comparison of the expression of several TSH-inducible genes in thyroid glands from WT(ND), WT(LID), *Glis3*-Pax8Cre(ND), and *Glis3*-Pax8Cre(LID) mice by QRT-PCR analysis. ** p<0.01, *** p<0.001. **C** The expression of SLC5A5 (NIS, green) was examined in thyroid glands from WT(ND), WT(LID), *Glis3*-Pax8Cre(ND), and *Glis3*-Pax8Cre(LID) mice by immunofluorescence staining. DAPI (blue). Scale bars: 50 mm.

**Figure 5:**
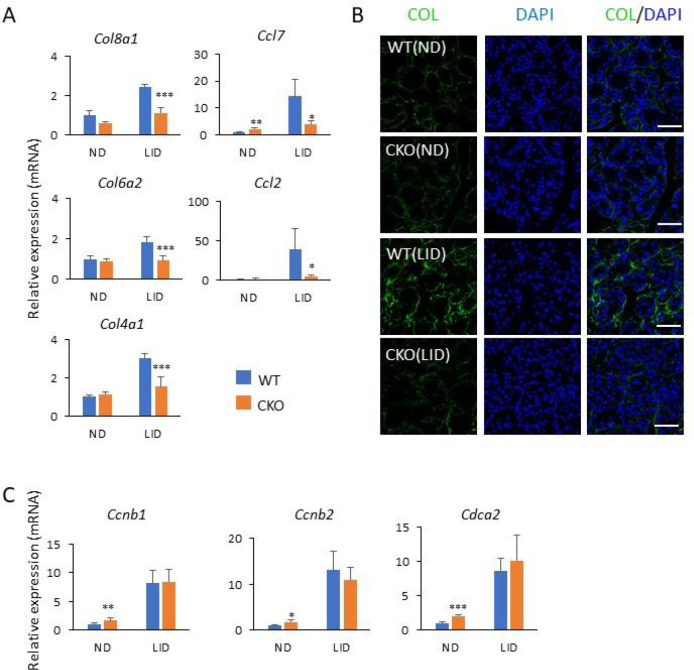
The expression of ECM- and inflammation-related genes, but not those of cell cycle-related genes, was suppressed in thyroid glands from *Glis3*-Pax8Cre(LID) mice. **A** QRT-PCR analysis of the expression of several collagen and inflammatory genes in thyroid glands from WT(ND), WT(LID), *Glis3*-Pax8Cre(ND), and *Glis3*-Pax8Cre(LID) mice. **B** Collagen expression in the thyroid glands was examined by immunofluorescence staining with a pan-collagen antibody (COL; green). DAPI (blue). Scale bars: 50 mm. **C** QRT-PCR analysis of several cell cycle-related genes. The expression of cell cycle-related genes was not repressed in *Glis3*-Pax8Cre(LID) consistent with data in Figure 3. * p<0.05, ** p<0.01, *** p<0.001. In contrast to ubiquitous Glis3-knockout mice [33], cell proliferation-related genes were not suppressed in *Glis3*-Pax8Cre(LID) mice.

**Figure 6:**
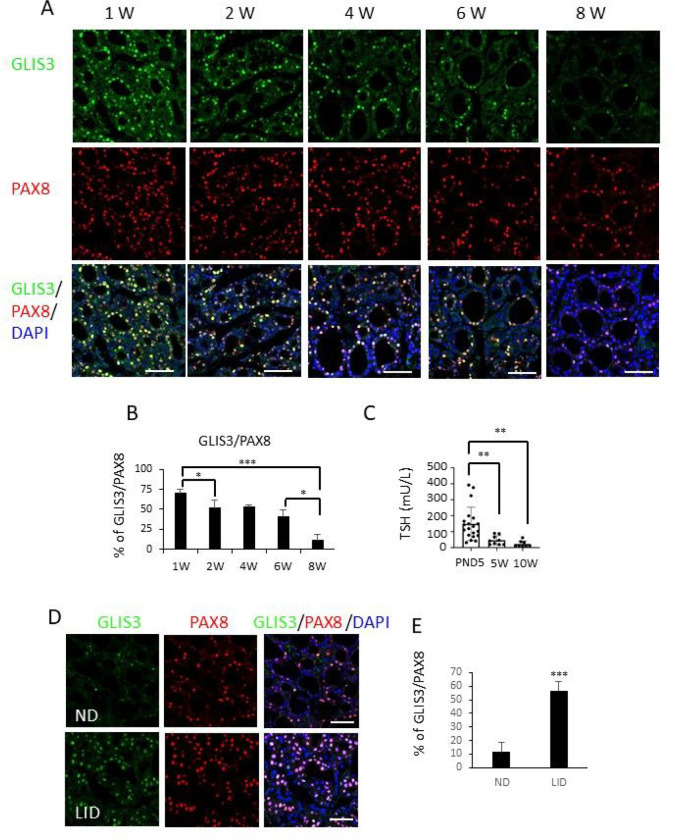
GLIS3 protein expression in thyroid follicular cells correlated with serum TSH levels. **A, B** GLIS3 protein expression is greatly decreased during early postnatal development. Expression of endogenous GLIS3 and PAX8 protein was examined in thyroid glands from 1-, 2-, 4-, 6-, and 8-week-old Glis3-EGFP mice by immunofluorescence staining with GFP (green) and PAX8 (red) antibodies. Nuclei were stained with DAPI (**A**). The percentage of PAX8^+^ cells that were GLIS3^+^ (from **A**) was calculated and plotted (**B**). Scale bars: 50 mm. **C** Serum TSH levels in WT mice were examined at PND5, 5- and 10-weeks. ** p<0.01. **D, E** GLIS3 protein expression in thyroid follicular cells is increased in mice fed a LID (high serum TSH). 8-week-old *Glis3*-EGFP mice were fed an ND and LID for 2 weeks before the expression of GLIS3 and PAX8 was examined in thyroid glands by immunofluorescence staining (**D**). The percentage of PAX8^+^ cells (from **D**) that are GLIS3^+^ was calculated and plotted (**E**). Scale bars: 50 mm.

**Figure 7:**
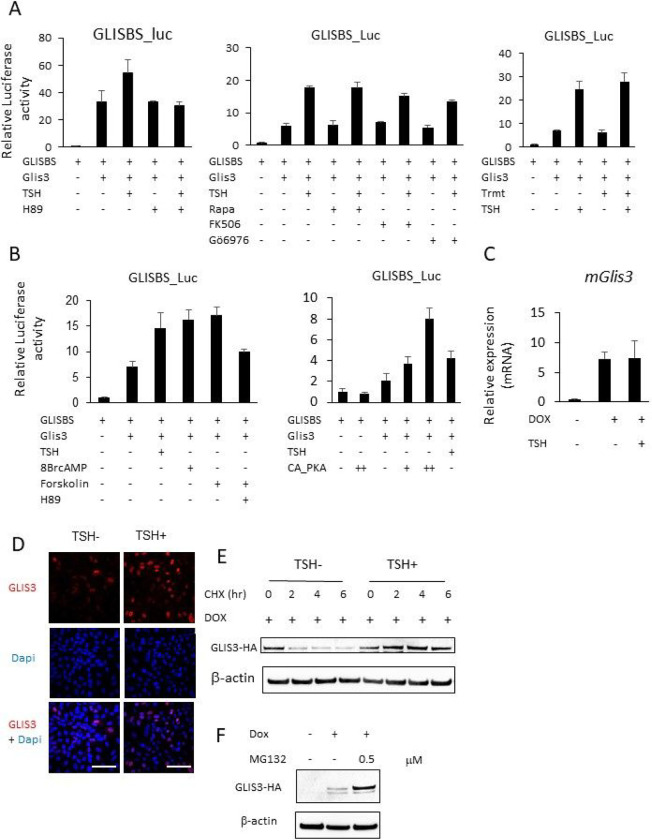
TSH and PKA agonists enhanced GLIS3-mediated transcriptional activation. **A** GLISBS-dependent transcriptional activation of the Luc reporter by GLIS3 was examined in PCCl3 cells as described in Materials and Methods. Addition of TSH stimulated GLIS3-mediated transcriptional activation. This increase was inhibited by the PKA inhibitor H89, whereas treatment with the mTOR inhibitor rapamycin (Rapa), the calcium signaling inhibitor FK506, the PKC inhibitor Gö6976, or the ERK inhibitor Trametinib (Trmt) had little effect on the TSH-stimulated transcriptional activation by GLIS3. **B** Addition of 8BrcAMP or the adenylyl cyclase activator forskolin enhanced transcriptional activation by GLIS3. The increase by forskolin was inhibited by the PKA inhibitor H89. Expression of constitutively active PKA (CA_PKA) enhanced GLISBS-dependent transcriptional activation of the Luc reporter by GLIS3. **C, D** TSH enhanced GLIS3-HA protein expression in Dox-treated PCCl3-pIND20-Glis3 cells without increasing Glis3 mRNA. GLIS3-HA was induced by Dox in PCCl3-pIND20-Glis3 cells, cultured in the absence of TSH for 4 days, and then treated with or without TSH for 24 h before Glis3-HA mRNA and GLIS3-HA protein were examined by QRT-PCR analysis (C) and confocal microscopy (D), respectively. Scale bars: 50 mm. **E** The PCCl3-pIND20-Glis3 cells were treated with Dox for 72 h and subsequently treated with 10 mg/ml cycloheximide in the presence or absence of TSH. Cells were harvested at the indicated time, nuclear extract prepared, and GLIS3-HA levels examined by Western blot analysis. **F** PCCl3-pIND20-Glis3 cells were treated with Dox for 72 h and subsequently with 0.5 mM of MG132 for 5 h before cells were harvested at the times indicated, and nuclear extracts examined for GLIS3-HA expression by Western blot analysis.

**Figure 8:**
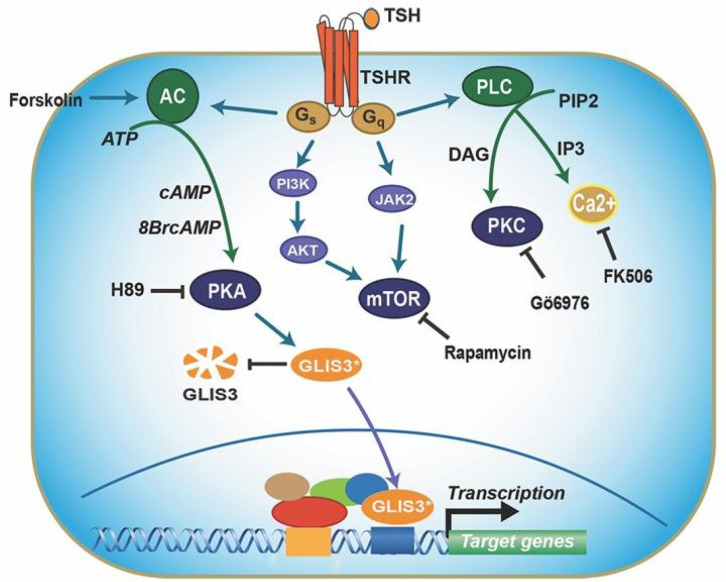
Schematic showing a model of the mechanistic link between TSH signaling and its regulation of GLIS3 transcriptional activity. Binding of TSH to TSHR leads to activation of several protein kinase pathways and increased GLIS3 protein stability and transcriptional activity. TSH, the PKA activator 8BrcAMP, the adenylyl cyclase activator forskolin, and expression of constitutively active PKA enhance GLIS3 transcriptional activity at least in part by stabilizing GLIS3 protein. The PKA antagonist H89 suppressed the TSH-mediated increase, whereas inhibition of mTOR, PKC, Ca^++^ or ERK pathways by, respectively, rapamycin, Gö6976, FK506 or trametinib, had little effect. The stimulation in GLIS3 transcriptional activity by the TSH-TSHR-PKA pathway appears to be at least in part due to increased GLIS3 protein stability. This mechanism of regulation provides an explanation for the dramatic increase in GLIS3 protein expression and the subsequent induction of GLIS3 target genes, including several thyroid hormone biosynthetic genes, in thyroid follicular cells of mice fed a LID.

## Data Availability

RNA-Seq data were deposited in the NCBI Gene Expression Omnibus (GEO) database https://www.ncbi.nlm.nih.gov/geo/ under accession GSE207775.

## Abbreviations

GLIS3: Gli-similar 3
CH: congenital hypothyroidism
TH: thyroid hormone
GLISBS: GLIS binding site
TF: transcriptional factor
TSH: thyroid stimulating hormone
TSHR: thyroid stimulating hormone receptor
ECM: extracellular matrix
NDH: neonatal diabetes and congenital hypothyroidism
PND: postnatal day
KO: knockout
CKO: conditional knockout
PKA: protein kinase A
ND: normal diet
LID: low iodine diet
NIS: sodium-iodide symporter
DUOX2: dual oxidase 2
FOXE1: forkhead box E1
HHEX: hematopoietically expressed homeobox
NKX2.1: NK2 homeobox 1
PAX8: paired box 8
PDS: pendrin
TPO: thyroid peroxidase
TG: thyroglobulin
cAMP: cyclic AMP
ChIP: Chromatin immunoprecipitation
EGFP: enhanced green fluorescent protein

How the deposited data were processed for this re-analysis (not part of the article)

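Gene expression was measured by RNA-Seq in thyroid glands of 16 female mice, 4 in each of the groups WT(ND), *Glis3*-Pax8Cre(ND), WT(LID) and *Glis3*-Pax8Cre(LID). The paper's methods give the age as 4 weeks and the time on the diet as 6 days, and the sample labels give 1 month. The paper names a TruSeq Stranded mRNA kit for mRNA isolation and a TruSeq RNA kit for the libraries, without stating whether the libraries were stranded. Its text names a NextSeq and a NovaSeq instrument without saying which library was read on which, so no term for the instrument could be fitted. The authors kept read pairs with an average base quality over 20, mapped them to mm10 with STAR, removed non-canonical introns and counted read pairs per RefSeq gene with featureCounts as unstranded fragments. The deposited table holds raw counts, which were not normalized, for 25611 entries with 24623 distinct symbols, of which 396 symbols occur more than once. It holds 0 mitochondrial genes. The paper used DESeq2 for its own comparisons.

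Between 13892352 and 461077969 read pairs per mouse were counted. *Tg* took from 7.87% to 29.3% of the counts of a library. A count of 0 allows up to 3 counts, between 0.00651 and 0.216 CPM of the unscaled library size, and such limits cover counting error only. Pairs of libraries within a group were compared for duplicates by chi-squared over degrees of freedom, which was 34.5 or more in all 24 pairs, far over the value near 1 of resequenced libraries. Sex was checked with *Xist* and with 4 genes of chromosome Y, on which 1 of 140 entries had counts.

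Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 4 groups, which left 16630 genes. Normalization was by TMM, and CPM values use the TMM-scaled library sizes. All 16 mice were fitted together with 1 mean per group by edgeR's quasi-likelihood method with robust dispersion, and 4 comparisons and the interaction of genotype and diet were tested, each with Benjamini-Hochberg adjustment over the genes tested. Standard errors were derived from the log2 fold change and the F statistic. Counts of changed genes use an adjusted p under 0.01 and a fold change over 2, the thresholds the paper states, and single genes were called at an adjusted p under 0.05. The named genes are those the paper names, and for each genotype comparison the 5 genes with the largest log2 fold change in each direction among changed genes whose groups of 4 do not overlap and whose mean over the 16 mice is at least 5 CPM.

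Gene lists were tested with limma 3.58.1 (camera with a correlation of 0.01 between genes, on log2 CPM with a prior count of 2), with Benjamini-Hochberg adjustment over 5 list tests. The lists were TH biosynthesis genes, the collagen, laminin, integrin and thrombospondin families, chemokines, and the cell cycle genes of Seurat 5.3.0. Marker lists for follicular, parathyroid, C-cell, skeletal muscle, adipocyte, thymocyte, cartilage, endothelial, fibroblast, macrophage, pericyte and erythroid cells were also summarised. The lists, the comparisons, the named-gene rule and all alternatives were set before the data were examined, apart from the 2 alternatives described below as chosen later.

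Alternatives were DESeq2 1.42.0 with its own size factors and filter, RLE normalization, library size alone, *Tg* and mitochondrial genes left out, no filter (21310 genes), at least 10 counts in every mouse (14265 genes), only the 8 mice of a comparison, the replicate number as a block, other thresholds, fry and an estimated correlation for the lists, and each mouse left out in turn (16 fits). A thymocyte marker score as a covariate, and the replicate block in the 8 *Glis3*-Pax8Cre mice alone, were chosen after seeing the data. The mice of the 4 groups are different animals, but whether equal replicate numbers mark mice handled together is not stated, so this was checked from the counts. Over genes, the deviations from the group mean of mice with the same number were correlated from -0.52 to 0.10 between WT(LID) and *Glis3*-Pax8Cre(LID), from -0.37 to -0.03 between the ND groups and from -0.17 to 0.14 between the WT groups, but from 0.21 to 0.65 between the *Glis3*-Pax8Cre groups. Replicate numbers were therefore treated as pairs in the comparison of *Glis3*-Pax8Cre(LID) with *Glis3*-Pax8Cre(ND) when its samples were regrouped.

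The calling was tested on simulated data with 200 changed genes in 4 groups of 4. EdgeR recovered 186 of them with 1 false call and DESeq2 188 with 6 false calls, and edgeR recovered 168 of 200 in the interaction with 1 false call. The simulated changes were all well over the fold limit, with as many up as down. No other gene changed and no mouse carried other tissue. These counts therefore do not give the sensitivity or the false calls of the real comparisons. Regrouping of the 8 mice of a comparison used all 35 splits into groups of 4, and the interaction used 100 draws. GC content and gene length were taken from the GENCODE transcripts of the mouse genome. KEGG pathway tables and the paper's supplementary tables were not used here, and reads were not remapped.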

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

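The tests of explanations for WT(ND) replicate 3 and *Glis3*-Pax8Cre(ND) replicate 4 were chosen after the results were seen, while the counts over regrouped mice were set before.

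In each group of 4 mice, a mouse far from the 3 others was sought among 41 measures, the total counts and the CPM of the named genes, with a gap over 0.829 of the group's range. Of 164 groups, 20 had such a mouse, where 8.2 are expected by chance. WT(ND) replicate 3 accounts for 7 of the 20, *Glis3*-Pax8Cre(ND) replicate 4 for 4, and WT(ND) replicate 4 and WT(LID) replicate 1 for 3 each.

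WT(ND) replicate 3 had 996 CPM of *Pax8*, where the other WT(ND) mice had 374 to 397 CPM. It also stood above them for *Cpne4* (59.1 CPM), *Sftpb* (38.0 CPM), *Kcne1* (2.49 CPM), *Tnfsf11* (1.75 CPM) and *Ptgdr* (10.9 CPM) and below them for *Dnase1l2* (4.63 CPM). The paper does not report on this mouse. On a scale where 0 is the mean of the other WT(ND) mice and 1 that of *Glis3*-Pax8Cre(ND), its median position over 984 genes called without it was 0.453, with an interquartile range from 0.205 to 0.737. The other WT(ND) mice had medians of -0.118, -0.0567 and -0.00900. These were taken over different sets of 454, 510 and 481 genes, so they are not directly comparable with 0.453. A wrong label would give a position near 1, which 0.453 argues against. RNA of a *Glis3*-Pax8Cre(ND) gland mixed into the library would shift all genes by a like share. The interquartile range of the positions was 0.531, and 12 mixtures computed from other pairs of libraries gave 0.176 to 0.375, so a mixture is argued against as well. The 58 genes most raised in *Glis3*-Pax8Cre(ND) had a median position of 0.0929, against 0.307 to 0.687 in the mixtures, with *Hhip* at 0.0215 and *Pax8* at 1.22. These 58 genes were picked by their fold change in a fit that includes this mouse. Genes where it lies near *Glis3*-Pax8Cre(ND) tend to drop out, so the low median is not evidence against a mixture. A state like the low iodine diet is argued against by a correlation across genes of 0.00220 between the mouse's deviation and the diet response in *Glis3*-Pax8Cre mice, which share no library with it. The deviation was correlated with the genotype effect under LID across 11468 genes (r = 0.399, rho = 0.391), where genes are not independent replicates. For the 7 other ND mice, whose deviations were taken within their group with this mouse left out, r ran from -0.119 to 0.125. That this mouse shares part of the genotype of *Glis3*-Pax8Cre may therefore be a candidate explanation, found and tested on the same data. Litter, handling and the sequencing instrument stay open and were not tested.

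WT(ND) replicate 4 had 461077969 total counts, where the other WT(ND) mice had 63894808 to 73983945. Its *Glis3* level of 45.2 CPM and *Mybpc3* level of 0.479 CPM were apart from the other WT(ND) mice. Depth alone would not lower a normalized level of many counts, but the instrument of each library is not named, and no explanation was tested. Without this mouse, the genes higher in *Glis3*-Pax8Cre(ND) numbered 251 in place of 380.

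*Glis3*-Pax8Cre(ND) replicate 4 had 28.1 CPM of *Ccnb1*, 29.6 CPM of *Ccnb2*, 643 CPM of *Pax8* and 0.285 CPM of *Mybpc3*, apart from the 3 others of its group. It also had 1120.1 CPM of *Rag1*, a recombinase gene of developing lymphocytes that the paper does not report on. Of the 4 thymocyte markers, *Cd3e* (71.2 CPM), *Cd8b1* (229 CPM), *Rag1* and *Dntt* (357 CPM) were at least 161 times higher than in any other *Glis3*-Pax8Cre(ND) mouse, where none was over 0.442 CPM, which is consistent with thymus tissue in the dissected gland. *Rag1* was also at 61.0 CPM in WT(ND) replicate 1, 97.4 CPM in WT(LID) replicate 3 and 145 CPM in *Glis3*-Pax8Cre(LID) replicate 4. Thymocytes divide, so they could raise cell cycle genes. They are argued against as the whole cause of the higher cell cycle list in *Glis3*-Pax8Cre(ND), since without this mouse the list was still called (limma's camera, adjusted p = 2.71e-11, with 88 of 97 genes higher and a median log2 fold change of 0.39 in place of 1.05). The call with all mice is itself weak, since its adjusted p was 0.354 with an estimated correlation between genes and 13 of the 35 splits of the 8 ND mice gave a camera p as small. It held under limma's fry, with an adjusted p of 0.0375 with all mice and 0.00391 without this mouse. A response of follicular cells to the higher TSH, which the paper proposes, stays open.

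The remaining mice apart from their group were WT(LID) replicate 1 for *Itga2* (7.42 CPM), *Hhex* (151 CPM) and *Slc2a6* (48.6 CPM), WT(LID) replicate 4 for *Pax8* (280.2 CPM), *Glis3*-Pax8Cre(LID) replicate 4 for *Ccl2* (0.984 CPM) and *Glis3*-Pax8Cre(LID) replicate 1 for *Cdca2* (27.2 CPM). Since chance is expected to give 8.2 such mice over all groups, a single one decides little, and neither a technical nor a biological explanation was tested for these.

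The genotype effect differed between LID and ND, by the interaction in the same edgeR fit with Benjamini-Hochberg adjustment, for 13 genes the paper names. The interaction was -3.22 for *Slc5a5*, -7.57 for *Adm2*, -2.08 for *Sod3*, -3.06 for *Cdh13*, -0.92 for *Duox2*, -1.41 for *Duoxa2*, -1.51 for *Col8a1*, -1.07 for *Col6a2*, -1.70 for *Col4a1*, -2.42 for *Ccl7*, -3.26 for *Ccl2*, -3.78 for *Itga2* and -1.09 for *Cdca2*. Over all genes, 603 had such a difference at an adjusted p under 0.01 and a fold over 2. Regrouping the mice argues against chance, since 3 of 100 draws gave as many genes, the real grouping included. The other 2 gave 822 and 703 genes, and both keep the true genotypes under LID while most genotypes on the ND are swapped, and 94 draws gave 0 genes. Normalization and *Tg*, which takes up to 29.3% of the counts, are argued against as the whole source, since the count was 612 with RLE normalization, 566 with library size alone and 602 with *Tg* left out. The calls for *Duox2* and *Cdca2* are less firm, since they were lost in 9 and 11 of the 16 fits that each left out 1 mouse. The values are consistent with a genotype effect that depends on the diet, and with TSH as what the diet changes, but the TSH of these 16 mice was not analysed here and GC content was not tested for the interaction.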

How the results depend on the processing

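The results below are 16 counts, list tests and a share, and 105 log2 fold changes of named genes, recomputed under 14 alternatives chosen in advance and 2 chosen after seeing the data. The direction and call of 79 of the 105 log2 fold changes were the same in each alternative run for them and in the 16 fits that each left out 1 mouse. Not every alternative covers all of them. Interactions have no value with only the 8 mice of a comparison, *AU015791*, *Mybpc3* and *Slc26a4* none with at least 10 counts in every mouse, and *Tg* none where it was left out. All 105 were the same with no filter and with RLE normalization. With a stricter call at an adjusted p under 0.01, 9 were weaker and 96 the same. Where no value is given for a cause, the cause was not tested.

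The threshold sets the size of the counts by its construction. With an adjusted p under 0.05 and no limit on the fold change, 2557 genes were lower and 2471 higher in *Glis3*-Pax8Cre(LID) than in WT(LID), 1538 and 1714 in *Glis3*-Pax8Cre(ND) than in WT(ND), 3467 and 3476 in WT(LID) than in WT(ND) and 2039 and 2184 in *Glis3*-Pax8Cre(LID) than in *Glis3*-Pax8Cre(ND), and 1969 had an interaction. With an adjusted p under 0.01 and no such limit, these counts were 1714 and 1424, 685 and 781, 2184 and 2577, and 900 and 1290. The share of genes raised by LID in WT mice that were also raised in *Glis3*-Pax8Cre mice went from 25.9% to 56.9% with an unadjusted p under 0.05 in the latter.

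With DESeq2, 592 genes were higher in *Glis3*-Pax8Cre(ND), 969 had an interaction and the share was 29.1%, and 6 log2 fold changes gained a call. With library size alone, the median log2 fold change of all genes moved by 0.15 under LID, 0.12 on the ND, -0.16 between the diets in WT and -0.13 in *Glis3*-Pax8Cre mice, and the share of changed genes that were higher moved by 14.2, 12.9, -14.4 and -17.3 points. The majority direction turned in 3 of the 4 comparisons, to 623 lower and 648 higher under LID, 1138 and 1016 between the diets in WT and 514 and 360 in *Glis3*-Pax8Cre mice. The directions of the less affected genes then follow from the scaling. The share was 23.4%, the cell cycle list under LID reversed in camera (adjusted p = 0.660), and signs reversed for *Cdh13* (0.076) and *Foxe1* (0.030) on the ND, *Tg* in WT(LID) against WT(ND) (-0.14) and *Nkx2-1* between the *Glis3*-Pax8Cre groups (-0.12). Another 5 log2 fold changes changed their call, 3 stronger and 2 weaker. With only the 8 mice of a comparison, 64 genes were lower and 104 higher in *Glis3*-Pax8Cre(ND), 186 were lower in *Glis3*-Pax8Cre(LID) than in *Glis3*-Pax8Cre(ND) and the share was 17.3%. *Nkx2-1* between the *Glis3*-Pax8Cre groups was -0.0013, and 9 other log2 fold changes changed their call, 7 weaker and 2 stronger. That value of *Nkx2-1* was -0.0084 with at least 10 counts in every mouse. With the replicate number as a block, *Tg* in WT(LID) against WT(ND) was -0.0020 and 2 log2 fold changes gained a call. The block in the 8 *Glis3*-Pax8Cre mice alone, chosen after seeing the data, changed no call among its 9 log2 fold changes. A thymocyte marker score as a covariate, also chosen after seeing the data, gave a share of 31.0%, reversed the cell cycle list under LID (camera, adjusted p = 0.704) and *Nkx2-1* (-0.0043), and 3 other log2 fold changes gained a call.

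The calls of the TH biosynthesis list, the ECM-receptor families and the cell cycle list on the ND held under limma's fry but not in camera with an estimated correlation (adjusted p = 0.185, 0.185 and 0.354 over 5 list tests), which allows for genes that vary together. Fry reversed the direction of the cell cycle list under LID (adjusted p = 0.948). That list had a median log2 fold change of 0.01, so its direction carries little.

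Across the 16 fits that each left out 1 mouse, the genes lower in *Glis3*-Pax8Cre(ND) ranged from 202 without WT(ND) replicate 1 to 433 without WT(ND) replicate 3, and those higher from 251 without WT(ND) replicate 4 to 558 without WT(ND) replicate 3. The share ranged from 20.6% without *Glis3*-Pax8Cre(LID) replicate 3 to 32.3% without *Glis3*-Pax8Cre(ND) replicate 4. The adjusted p of the cell cycle list under LID ranged from 0.359 to 0.998, with a reversed direction in 5 fits. Signs changed for *Glis3* under LID (-0.044 to 0.20), *Cdh13* (-0.14 to 0.039), *Nkx2-1* (-0.054 to 0.20) and *Foxe1* (-0.22 to 0.12) on the ND, *Tg* in WT(LID) against WT(ND) (-0.085 to 0.11), and *Nkx2-1* (-0.12 to 0.13) and *Foxe1* (-0.31 to 0.029) between the *Glis3*-Pax8Cre groups. None of these was called with all 16 mice. Over the named genes, 31 values lost and 10 gained a call. *Pax8* on the ND was called without WT(ND) replicate 3 (log2 fold change 1.21, adjusted p = 2.22e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 2.22e-05 to 0.197 over its alternatives) and without *Glis3*-Pax8Cre(ND) replicate 4 (0.0411). From the same test, *Tg* on the ND was not called without WT(ND) replicate 1 (0.0772), WT(ND) replicate 4 (0.0731) or *Glis3*-Pax8Cre(ND) replicate 1 (0.0623), in a range of 0.00104 to 0.0772, and the interaction of *Col18a1* was called without WT(ND) replicate 1 (0.0410) or *Glis3*-Pax8Cre(ND) replicate 4 (0.0307), in a range of 0.0307 to 0.145. The other calls that 1 mouse changed were those of *Sod3* and *Ccnb1* on the ND, *Cdca2* under LID, *Duox2* in WT(LID) against WT(ND), *Slc5a5* between the *Glis3*-Pax8Cre groups and the interactions of *Slc26a4*, *Duox2* and *Cdca2*, whose values are given with these genes. Under LID the lower genes ranged from 709 to 904 and the higher genes from 420 to 525, and the interaction from 465 to 706 genes.

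Depth limits genes near the floor. *Mybpc3* in *Glis3*-Pax8Cre(LID), at a mean of 0.0997 CPM and at most 11 counts in a mouse, is close to the limits that a count of 0 allows (0.00651 to 0.216 CPM of the unscaled library size), so the size of its log2 fold change of -7.70 depends on few counts.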

Differences from the paper's values

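The paper's values here are QRT-PCR levels relative to WT(ND), read by eye from its figures, and the values set beside them are 2 to the power of the log2 fold change against WT(ND) from edgeR. Of 36 readings, 8 differed. A gap was counted as closed where the value came near enough to the reading not to be counted as differing. It does not mean equal values, and each closing value given below stayed above the reading. No supplementary table was used here.

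For *Slc26a4* in *Glis3*-Pax8Cre(ND), the paper's level was about 0.9 in Fig. 4B, read by eye, against 0.416, and 0 of 23 alternatives set before the data were examined closed the gap. For *Adm2* in WT(LID), the paper's level was about 130 in Fig. 4B, read by eye, against 226, and of 24 alternatives only leaving out WT(ND) replicate 3 closed the gap, at 185. For *Sod3* in WT(LID), the paper's level was about 5.6 in Fig. 4B, read by eye, against 12.0, and for *Cdh13* in WT(LID) about 4.5 in Fig. 4B, read by eye, against 9.57. For neither did any of the 24 alternatives close the gap.

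For *Col8a1* in *Glis3*-Pax8Cre(LID), the paper's level was about 1.1 in Fig. 5A, read by eye, against 0.619, and 0 of 23 alternatives closed the gap. For *Col4a1* in WT(LID), the paper's level was about 3 in Fig. 5A, read by eye, against 4.59, and the gap closed with library size alone (4.11), without WT(ND) replicate 2 (4.42) and without WT(LID) replicate 3 (4.43), but with none of the other alternatives of the 24.

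For *Ccnb1* in WT(LID), the paper's level was about 8.2 in Fig. 5C, read by eye, against 13.1, and the gap closed with library size alone (11.8) and without WT(LID) replicate 4 (11.8), but with none of the other alternatives of the 24. For *Ccnb1* in *Glis3*-Pax8Cre(LID), the paper's level was about 8.3 in Fig. 5C, read by eye, against 16.3, and 0 of 23 alternatives closed the gap.

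The paper states that *Duox2* and *Duoxa2* were greatly induced in WT(LID), and their log2 fold changes against WT(ND) were 0.55 and 0.80. It also states that GLIS3 protein, which rose under LID, did not strongly follow *Glis3* mRNA, citing Supplementary Fig. 6. The log2 fold change of *Glis3* mRNA here was 1.098 in WT(LID) against WT(ND), in other mice than those stained for the protein. For *Pax8* the paper cites Supplementary Fig. S4, whose assay its text does not name, so the values may come from different assays. It states that *Pax8* expression was increased in *Glis3*-Pax8Cre(ND), where the log2 fold change here was 0.72 with an adjusted p of 0.0668 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pax8* was called there with DESeq2 (0.0258), library size alone (0.0391), the replicate number as a block (0.0367), without WT(ND) replicate 3 (2.22e-05), without *Glis3*-Pax8Cre(ND) replicate 4 (0.0411) and with a thymocyte marker score as a covariate (0.0418), the last chosen after seeing the values, in a range of 2.22e-05 to 0.197 over all alternatives. The paper states that cell cycle genes were induced to a similar degree under LID in both genotypes, and the diet response of *Cdca2* was smaller in *Glis3*-Pax8Cre mice (interaction -1.09, adjusted p = 0.0418 from the same test), a call lost with library size alone (0.0661), in a range of 0.00914 to 0.0825 over its alternatives. Its mean level under LID was not lower in *Glis3*-Pax8Cre mice (37.6 against 25.3 CPM in WT). The smaller response goes with a higher level on the ND (10.5 against 3.32 CPM), where the paper also reports slightly higher cell cycle genes. *Glis3*-Pax8Cre(ND) replicate 4, which carries thymocyte transcripts, was the highest of its group at 16.9 CPM. The paper states that the repression of target genes was largest under LID, and for *Slc26a4* the difference from the ND was not called (interaction -1.13, adjusted p = 0.0739), except with DESeq2 (0.0274), without WT(ND) replicate 3 (0.0251) and without *Glis3*-Pax8Cre(ND) replicate 4 (0.0218), in a range of 0.0218 to 0.156 over its alternatives.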

Other observations

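The tests of explanations in this part were chosen after the results were seen, apart from the test of GC content and gene length and the counts over regrouped mice.

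The 8 mice of a comparison can be split into groups of 4 in 35 ways. For *Glis3*-Pax8Cre(LID) against WT(LID), 1 of the 35 splits, the real one, gave as many genes lower (834), and 1 gave as many higher (485), with 34 splits giving no gene. For WT(LID) against WT(ND), the real split alone, 1 of 35, gave as many genes lower (798) or higher (1277). For *Glis3*-Pax8Cre(ND) against WT(ND), 1 of 35 gave as many lower (310) or higher (380), and the largest count in 1 direction from another split was 61. For *Glis3*-Pax8Cre(LID) against *Glis3*-Pax8Cre(ND), where replicate numbers were treated as pairs, 1 of the 8 splits that part every pair gave as many lower (345) or higher (487). With 8 splits, the real grouping cannot be told apart from chance by this count, although over all 35 splits, most of which keep some pairs together, the largest other count was 10.

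The TH biosynthesis list reached its camera p in 1 of 35 splits. The enrichment of ECM-receptor families among lower genes reached its Fisher p in 1 of 35, but the 34 other splits had no lower gene to test, so this count cannot tell whether the enrichment would come from regrouped mice. As a camera test, the ECM-receptor families did so in 5 of 35 splits, the chemokines in 20 of 35, the cell cycle list under LID in 35 of 35 and the cell cycle list on the ND in 13 of 35. For the chemokines and the cell cycle list on either diet, these values are not unusual for regrouped mice. The other splits that reached the ECM-receptor p keep most mice of each genotype together, so they still carry part of the genotype difference. Splits that divide each genotype evenly gave a camera p as small as 2.23e-05 for these families, against 8.67e-07 for the real split. The count of splits therefore cannot tell whether regrouping alone gives the ECM-receptor value. The interaction reached its count in 3 of 100 draws. The share of genes raised by LID in WT mice that were also raised in *Glis3*-Pax8Cre mice was 25.9%. In a draw the 2 regrouped genotypes can change places, so the share was taken of the genes raised in either, and the smaller of the 2 values was kept. It was as small in 10 of 100 draws, the real grouping included, with a median of 39.1% over the other draws.

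Collagen, laminin, integrin and thrombospondin genes were lower in *Glis3*-Pax8Cre(LID) than in WT(LID), with a median log2 fold change of -0.53. A lower share of all cells other than follicular cells would lower the markers of each, but 5 macrophage markers had a median of 0.23, which argues against it. Endothelial markers had a median of -1.28 (*Cdh5* -1.73, *Pecam1* -1.57) and pericyte markers of -0.74. A lower share of endothelial cells is argued against as the whole cause by *Col1a1*, a fibroblast gene, at -1.48 (standard error 0.22, adjusted p = 0.000149 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fibroblast list had a median of -0.53, with *Dcn* at -0.17 and *Lum* at -0.07, and 2 of its 5 genes, *Col1a1* and *Col1a2*, also belong to the families tested. After a trend with GC content and gene length was removed, the median of the families was -0.35, so that trend is argued against as the whole cause. A smaller endothelial and pericyte share as part of the cause, and a change of expression within fibroblasts, may both contribute and stay open.

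Parathyroid and C-cell markers were lower in WT(LID) than in WT(ND), with medians of -1.80 and -1.13, and of -1.65 and -0.48 between the *Glis3*-Pax8Cre diets. Growth of follicular cells under LID would dilute every other cell type alike, but macrophage markers had a median of -0.076 in the WT mice and endothelial markers rose by 1.29, which argues against dilution alone in the WT mice. Pericyte markers also rose there, by 1.27. Adipocyte markers fell, with a median of -0.98 and 3 of 4 lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fibroblast markers had a median of -0.39, with 2 lower and 2 higher by the same test. Dilution as part of the cause therefore stays open in the WT mice. Between the *Glis3*-Pax8Cre diets, macrophage markers had a median of -0.54, with 4 of 5 lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and endothelial markers of -0.13, so dilution as part of the cause stays open there. How much parathyroid tissue was dissected with each gland, or growth of vessels with the follicular cells, could explain the values and was not tested.

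The other marker lists are given as their median log2 fold change in *Glis3*-Pax8Cre(LID) against WT(LID) and in *Glis3*-Pax8Cre(ND) against WT(ND). They were 0.29 and 2.06 for 6 skeletal muscle genes, 0.62 and -0.79 for 4 adipocyte genes, 0.46 and 3.81 for 4 thymocyte genes, 0.14 and 1.78 for the 2 of 4 cartilage genes tested, -0.89 and -0.12 for the 1 of 3 erythroid genes tested, and 0.04 and 0.04 for 6 follicular genes, each of which the study names as a gene or a protein and which rise and fall within the list. The cartilage list shares *Col2a1* with the collagen family. The muscle genes varied from mouse to mouse, with *Acta1* from 0.210 CPM in WT(ND) replicate 1 to 569.6 CPM in *Glis3*-Pax8Cre(ND) replicate 1. No biological explanation was tested for these lists.

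DNA of another strain around the altered loci was considered for the differences between genotypes. Within 10 Mb of *Pax8*, 49 of 244 genes tested (20.1%) had an adjusted p under 0.01 under LID, against 18.9% elsewhere (one-sided Fisher's exact test, p = 0.338). Within 10 Mb of *Glis3* it was 24 of 114 (21.1%) against 18.9% (one-sided Fisher's exact test, p = 0.310). Neither shows the excess that such DNA would bring if it accounted for many of the genes, and an effect on single genes near the loci is not excluded.

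*Glis3* mRNA was higher in WT(LID) than in WT(ND), with a log2 fold change of 1.098 (standard error 0.19, adjusted p = 0.000332), and higher in *Glis3*-Pax8Cre(LID) than in *Glis3*-Pax8Cre(ND), with 0.78 (standard error 0.19, adjusted p = 0.00824, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A lower share of other cells in the gland under LID would raise the mRNAs of follicular cells alike, but *Nkx2-1* had -0.16 and *Foxe1* -0.03 in WT mice, which argues against it. The paper states that changes of GLIS3 protein did not strongly follow *Glis3* mRNA, citing Supplementary Fig. 6. It proposes that protein stability or translation might be raised rather than transcription. GLIS3 protein was stained in *Glis3*-EGFP mice, not in the mice counted here. A rise of *Glis3* transcription under LID, which the paper does not report from these counts, is a hypothesis that these values leave open.

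*Hhex*, a thyroid transcription factor gene that the paper names in its introduction, was higher in *Glis3*-Pax8Cre(LID) than in WT(LID), with a log2 fold change of 0.96 (standard error 0.17, adjusted p = 0.000597 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No explanation was tested for it.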
